# Impact of Drp1 Loss on Organelle Interaction, Metabolism, and Inflammation in Mouse Liver

**DOI:** 10.3390/cells14100679

**Published:** 2025-05-08

**Authors:** Lixiang Wang, Seiji Nomura, Nao Hasuzawa, Sadaki Yokota, Ayako Nagayama, Kenji Ashida, Junjiro Rikitake, Yoshinori Moriyama, Masatoshi Nomura, Ken Yamamoto

**Keywords:** dynamin-related protein 1, lipid metabolism, organelle interaction, liver inflammation

## Abstract

Dynamin-related protein 1 (Drp1) is a crucial player in mitochondrial fission and liver function. The interactions between mitochondria, endoplasmic reticulum (ER), and lipid droplets (LDs) are fundamental for lipid metabolism. This study utilized liver-specific Drp1 knockout (*Drp1*LiKO) mice to investigate the effects of Drp1 deficiency on organelle interactions, metabolism, and inflammation. Our analysis revealed disrupted interactions between mitochondria and LDs, as well as altered interactions among ER, mitochondria, and LDs in *Drp1*LiKO mice. Through mass spectrometry and microarray analysis, we identified changes in lipid profiles and perturbed expression of lipid metabolism genes in the livers of *Drp1*LiKO mice. Further in vitro experiments using primary hepatocytes from *Drp1*LiKO mice confirmed disturbances in lipid metabolism and increased inflammation. These findings highlight the critical involvement of Drp1 in regulating organelle interactions for efficient lipid metabolism and overall liver health. Targeting Drp1-mediated organelle interactions may offer potential for developing therapies for liver diseases associated with disrupted lipid metabolism.

## 1. Introduction

Membrane contact sites are specialized regions where the membranes of two organelles are closely juxtaposed, typically within 10 to 80 nanometers, without fusion [1]. These sites are stabilized by tethering proteins that bridge the gap between organelles, forming a dynamic “social network” within the cell that coordinates and facilitates metabolic and other cellular functions [2]. Recent advances in these contact sites research have revolutionized our understanding of cell biology [3]. Rather than focusing solely on the individual functions of organelles, such as mitochondria (Mt) in β-oxidation or the endoplasmic reticulum (ER) in lipid synthesis and lipid droplet (LD) formation, there is growing attention on the cooperative interactions and communication between organelles. This emerging perspective highlights the critical role of the inter-organelle “social network” in maintaining cellular homeostasis, supporting development, and mediating responses to disease [4,5].

Among the diverse types of contact sites, interactions between mitochondria and other organelles, particularly the ER and LDs, have attracted significant interest as key regulators of cellular lipid metabolism [6,7]. The Mt–ER interface, mediated by mitochondria-associated ER membranes (MAMs), serves as a critical platform for various cellular processes, including autophagy, lipid transfer, apoptosis, and inflammation [8,9,10]. Similarly, Mt–LD contact sites are essential for fine-tuning lipid storage and utilization. These dynamic interfaces integrate energy production and lipid metabolism [11,12]. At these contact sites, fatty acids are directly transferred from LDs to mitochondria for β-oxidation, generating energy. Additionally, mitochondria contribute to lipid droplet biogenesis by supplying lipid precursors during energy-rich conditions, promoting triacylglycerol (TAG) storage. By balancing lipid storage in LDs and oxidation in mitochondria, these contact sites buffer cellular energy levels and minimize lipotoxicity by preventing lipid accumulation in non-LD compartments. Dysfunctions in these contact sites have been linked to metabolic diseases and inflammatory processes, underscoring their importance in maintaining cellular health [10,13,14,15]. Furthermore, recent studies have identified three-way Mt–ER–LD contact sites, shedding light on their roles in maintaining lipid storage, homeostasis, and metabolic balance [16]. Freyre et al. showed that Mitoguardin 2 links mitochondria, the ER, and LDs and promotes LD expansion, suggesting a complex tri-organelle interaction to facilitate fatty acid metabolic channeling [17]. Guyard et al. uncovered a novel function of MAM in promoting LD biogenesis and growth at sites where the ER interacts with both the mitochondria and the LDs, which they named MAM-LD contact sites [18]. Najt et al. also revealed that mitochondria, the ER, and LD interactions compartmentalize hepatic fatty acid trafficking and metabolism [19].

Mitochondrial dynamics, regulated by a balance between fusion and fission, are fundamental to both mitochondrial and cellular functions [20,21]. Notably, Mt–ER contact sites play a pivotal role in regulating mitochondrial fission. These fission events are spatially coordinated at Mt–ER contact sites, where ER tubules wrap around mitochondria at fission points. This is followed by the recruitment of Dynamin-related protein 1 (Drp1), a key regulator of mitochondrial fission, which forms ring-like structures around the mitochondria. The GTPase activity of Drp1 induces conformational changes that culminate in mitochondrial membrane division [22,23]. Interestingly, our previous study demonstrated that Drp1 defects influence Mt–ER interactions by decreasing the number of these contact sites [24]. Furthermore, recent studies have shown that inhibiting the Drp1–filamin complex reduces hepatic lipid accumulation by enhancing Mt–LD interactions [25].

Despite these advances, the precise mechanisms by which Drp1 regulates the structural and functional dynamics of organelle interactions remain poorly understood. This study aims to investigate how Drp1-deficiency-induced changes in mitochondrial morphology affect interactions between mitochondria, the ER, and LDs. Specifically, we focus on elucidating the role of Drp1 in lipid metabolism and its contribution to liver inflammation. Utilizing *Alb-Cre^Tg^*^/+^ *Drp1^flox^*^/*flox*^ (*Drp1*LiKO) mice and matched controls (Conts) fed either a normal chow diet (NCD) or a high-fat diet (HFD), we employed electron microscopy, mass spectrometry, microarray analysis, as well as assessments of lipid metabolism and inflammatory responses in primary hepatocytes derived from *Drp1*LiKO mice. This study highlights how Drp1 deficiency disturbs organelle interactions and lipid metabolism, thereby contributing to liver inflammation.

## 2. Materials and Methods

### 2.1. Animals

*Drp1*LiKO and control (*Drp1^flox/flox^*, sibling littermates) mice were generated as described earlier [26]. These mice were housed in a standard specific-pathogen-free facility at a temperature range of 22–24 °C and a relative humidity of 50–60%, with a 12 h light/12 h dark cycle (lights off at 8:00 p.m.). They were provided ad libitum access to a normal chow diet containing 5.4% fat (CRF-1; Orient Yeast, Tokyo, Japan). For the high-fat diet study, 4-week-old mice were fed a diet comprising 24% fat (consisting of lard fat, providing 45% of total calories from fat, D12451; Research Diets, New Brunswick, NJ, USA) for a duration of 16–24 weeks. Mice were sacrificed using a humane method to minimize suffering. Specifically, euthanasia was performed by carbon dioxide (CO_2_) inhalation, followed by cervical dislocation to ensure death. Experiments were conducted between 10:00 and 11:00 a.m. following an overnight fasting period. Refeeding samples were collected between 14:00 and 15:00 after a 4 h refeeding period after a 16 h fast. Prior to any surgical procedure, mice were anesthetized using isoflurane inhalation anesthesia. All experiments were performed using male mice, in compliance with approved institutional guidelines and ethical approval obtained from the Ethics Committees of Kurume University School of Medicine (renewed annually with the latest approval date of 1 April 2024, and approval code: 2024-134).

### 2.2. Total RNA Isolation, Microarray Procedures, and Real-Time-PCR

Total RNA was isolated from mouse liver and primary mouse hepatocytes using the RNeasy Plus Mini Kit (QIAGEN, Hilden, Germany) following the manufacturer’s instructions. For microarray analysis, complementary RNA (cRNA) was amplified and labeled using the Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA). The cRNA was then hybridized to a 60K, 60-mer oligomicroarray (SurePrint G3 Mouse Gene Expression Microarray 8x60K v2; Agilent Technologies) as per the manufacturer’s guidelines. For real-time PCR assays, 1000 ng of total RNA was transcribed into first-strand complementary DNA (cDNA) utilizing the QuantiTect Reverse Transcription Kit (QIAGEN, Hilden, Germany) following the manufacturer’s protocol. The cDNA was subsequently employed for quantitative real-time PCR using the TB Green Premix Ex Taq II Master Mix (Takara, Tokyo, Japan), with the process monitored by the StepOne Plus Real-Time PCR system (Thermo Fisher Scientific, Waltham, MA, USA). The primer sequences for the chosen genes are listed in Supplementary Table S1, and the relative gene expression was normalized to *Gapdh* expression.

### 2.3. Western Blot Analysis

Fresh mouse liver tissue and primary mouse hepatocytes were homogenized in a Western lysis buffer composed of 20 mM Tris-HCl (pH 7.6), 150 mM NaCl, 2 mM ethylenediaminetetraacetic acid (EDTA), and 0.5% NP40, supplemented with protease and phosphatase inhibitors (Roche Applied Science, Mannheim, Germany). Subsequently, the samples were mixed with Laemmli sample buffer (Bio-Rad, Hercules, CA, USA) and subjected to heat treatment at 95 °C for 5 min. Sodium dodecyl sulfate–polyacrylamide gel electrophoresis was conducted with an equal protein load from each sample. The specific primary and secondary antibodies used are detailed in Supplementary Table S2. Visualization of protein bands was achieved using Ez WestLumi plus (ATTO, Tokyo, Japan) and the ImageQuant LAS 4000 Western Blotting Detection System (Fujifilm, Tokyo, Japan).

### 2.4. Histology, Immunohistochemistry, and Electron Microscopy

The liver tissue was fixed by immersion in a 4% (*w*/*v*) paraformaldehyde (PFA) solution overnight at 4 °C. Subsequently, the fixed tissue was embedded in paraffin following standard protocols. Immunostaining was carried out by diluting primary and secondary antibodies in Can Get Signal™ Immunoreaction Enhancer Solutions A and B, respectively (Toyobo, Osaka, Japan). The primary and secondary antibodies used are listed in Supplementary Table S2. Hepatocyte apoptosis was assessed using the TUNEL assay kit (Burlington, Boston, MA, USA) according to established procedures. Tissue sections were observed using a BZ-8000 microscope (Keyence, Osaka, Japan). To minimize variability, quantitative analysis of F4/80-positive cells, TUNEL-positive cells, and necrotic cells was conducted by counting cells in a composite image generated using Keyence BZ-X Analyzer software. The composite image combined 15 high-power fields (20× magnification) to form a new joint image. Three joint images were analyzed per mouse, with 3–4 mice per experimental group.

For electron microscopy analysis, liver samples were obtained from overnight fasted mice between 14:00 and 15:00. Cytochrome oxidase and Glucose-6-Phosphate cytochemistry assays were conducted using the alkaline 3,3′-diaminobenzidine (DAB) procedure as previously described [27,28,29]. Briefly, thin sections of the liver tissues were prepared for electron microscopy analysis. The sections were fixed, dehydrated, embedded in resin, and then cut into ultrathin sections using an ultramicrotome. The ultrathin sections were treated with a solution containing DAB and the specific substrate for each enzyme for Cytochrome oxidase and Glucose-6-Phosphate. Following incubation with the DAB substrate, the sections were then incubated in the presence of hydrogen peroxide. After the enzymatic reaction developed, the sections were post-fixed using osmium tetroxide to enhance contrast and preserve the structure of the samples. Finally, the sections were examined under an electron microscope (model H7650, Hitachi; Tokyo, Japan). Morphometric measurements of mitochondria and lipid droplet sizes were performed using the ImageJ software (version 3), based on a minimum of five electron micrograph sections per mouse.

### 2.5. Lipidomics

The livers were promptly excised and flash-frozen in liquid nitrogen prior to homogenization using a MultiBeads Shocker. Lipid extraction was then carried out using a mixture of methanol and chloroform, followed by vigorous vortexing for 10 min and subsequent centrifugation at 1000× *g* for 15 min at room temperature. The lower organic phase was isolated and dried using a TurboVap LV system (Biotage, Tokyo, Japan). The resulting dried lipid extract was reconstituted in acetonitrile along with an internal standard for liquid chromatography–mass spectrometry (LC-MS) analysis. For the analysis, an Agilent 1260 HPLC system was coupled with an Agilent 6520 quadrupole time-of-flight (Q-TOF) mass spectrometer. The identification and curation of annotated lipids were performed using the Agilent MassHunter Profinder software (MasterHands ver.2.9.0.9). The relative concentrations of the detected metabolites are listed in Supplemental Table S3.

### 2.6. Isolation of Primary Mouse Hepatocytes, Cell Culture, and Imaging

In this study, we utilized a rapid two-step method to isolate primary hepatocytes from mice [30]. Palmitic acid and oleate (Sigma, St Louis, MO, USA) were initially dissolved in alcohol to achieve a final concentration of 0.2 M. Subsequently, the solution was further diluted in DMEM medium supplemented with 10% fatty acid-free BSA (Sigma, St Louis, MO, USA) to generate a 4 mM stock solution. For live-cell imaging experiments, the isolated hepatocytes were plated on a type I-coated 35 mm glass-based dish (Iwaki, Tokyo, Japan) and treated with MitoTracker^®^ Red and HCS LipidTox Green Neutral Lipid Stain following standard protocols (Thermo Fisher Scientific, Waltham, MA, USA). Subsequently, the hepatocytes were visualized using a confocal microscope LSM700 (Zeiss, Oberkochen, Germany). Fluorescence intensity profiling analysis was conducted using the ZEN lite software (Zeiss, Oberkochen, Germany) in accordance with the manufacturer’s guidelines.

### 2.7. Measurement of Cytokine Levels in Cell Culture Supernatants

Cytokine levels in primary mouse hepatocyte culture supernatants were quantified using the BD Cytometric Bead Array (CBA) Cytokine Kit (Becton Dickinson, Franklin Lakes, NJ, USA), NovoCyte Flow Cytometer (ACEA Biosciences, San Diego, CA, USA), and NovoExpress ver. 1.2.5 software.

### 2.8. Statistics and Reproducibility

Data were presented as mean ± standard error of the mean (SEM). Multiple group comparisons were performed using two-way ANOVA with Tukey’s post hoc test or Sidak’s post hoc test. Statistical analyses were carried out using GraphPad Prism 9.0 software (GraphPad, San Diego, CA, USA). Statistical significance was defined as *p* < 0.05, *p* < 0.01, and *p* < 0.001.

### 2.9. Data Availability

The microarray data discussed in this study have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/, accessed on 1 May 2025) under accession numbers GSE296127 and GSE296128. The data supporting the findings of this research are available from the corresponding authors upon reasonable request.

## 3. Results

### 3.1. Drp1 Deficiency Increases Interactions Between Mitochondria and Lipid Droplets

Mitochondria were classified based on their proximity to lipid droplets into LD-associated mitochondria (LDM, also known as peridroplet mitochondria) and cytosolic mitochondria (CM) [31,32]. Electron microscopy of cytochrome c oxidase enzyme activity assays allowed clear visualization of Mt–LD interactions (Figure 1A, indicated by yellow arrows). Quantitative analysis has shown a higher proportion of LDM in both NCD- and HFD-*Drp1*LiKO mice under fasting conditions, indicating increased Mt–LD interactions (Figure 1B). Additionally, an increase in mitochondrial size was observed in both NCD- and HFD-*Drp*1LiKO mice (Figure 1C). Notably, while lipid droplet size was larger in HFD-control mice, this enlargement was not present in HFD-*Drp1*LiKO mice (Figure 1D). The enzyme long-chain fatty acyl-CoA synthetase 1 (ACSL1) localizes to the outer mitochondrial membrane and interacts with lipid droplet-tethering proteins [33]. While ACSL4 is a marker of MAMs (Figure 1E), in *Drp1*LiKO mice, levels of ACSL1 protein remained unchanged; however, ACSL4 protein levels were significantly decreased in HFD-*Drp1*LiKO mice. A negative correlation was observed between ACSL1 and ACSL4 protein levels, with a Pearson correlation coefficient of −0.5517, indicating a potential interaction between these two proteins in cellular pathways (Figure 1E). Additionally, mRNA expression levels showed no change for *Acsl1* but significantly higher levels for *Acsl4* in HFD-*Drp1*LiKO mice compared to HFD-control mice, indicating that the decreased ACSL4 protein levels were not due to transcriptional regulation (Figure 1F).

### 3.2. Drp1 Deficiency Disrupts Interactions Among Mitochondria, the ER, and LDs

Najt et al. (2023) reported that interactions between mitochondria and the ER are crucial for regulating Mt–LD interactions [19]. In our Drp1-deficient models, a reduction in Mt–ER contacts [24] and an increase in Mt–LD interactions were observed. To investigate the relationships among mitochondria, lipid droplets (LDs), and the ER in *Drp1*LiKO mice, we performed a glucose-6-phosphatase enzyme activity assay, which stains the ER and allows clear visualization of organelle morphology using fasted mice. Electron microscopy revealed that, in control mice, the tubular ER frequently contacted and encircled mitochondria, likely limiting direct Mt–LD interactions. In contrast, *Drp1*LiKO mice exhibited a marked reduction in tubular ER, replaced by fragmented ER structures (Figure 2A). Najt et al. classified interactions among mitochondria, the ER, and LDs into two categories: ER–Mt–LD and Mt–ER–LD. In the ER–Mt–LD configuration (Figure 2B), mitochondria directly interact with the LD surface, with the ER wrapping around portions of the mitochondria. In the Mt–ER–LD configuration (Figure 2C), the ER is sandwiched between mitochondria and the LD, with no direct interaction between mitochondria and the LD. In our study, we observed cases where more than one ER tubule was positioned between mitochondria and the LD. Therefore, we further categorized Mt–ER–LD into two subtypes based on the number of ER tubules. Mt–ER–LD (Figure 2C): a single ER tubule is positioned between mitochondria and the LD. Mt–ERs–LD (Figure 2D): multiple ER tubules are positioned between mitochondria and the LD, with the distance between mitochondria and the LD being less than 1 μm. The percentage of ER–Mt–LD interactions increased in both NCD- and HFD-fed *Drp1*LiKO mice. In contrast, the percentage of Mt–ER–LD interactions decreased in HFD-*Drp1*LiKO mice (Figure 2E). The distances between mitochondria and LDs in Mt–ER–LD and Mt–ERs–LD (dashed white lines in Figure 2C,D) increased under a high-fat diet in control mice. However, this increase was absent in HFD-*Drp1*LiKO mice (Figure 2F,G).

### 3.3. Drp1 Deficiency Leads to an Altered Lipid Profile

The interplay between mitochondria, ER, and LD plays a crucial role in maintaining cellular lipid balance between TAG and free fatty acids (FFA). In a previous study, we found that *Drp1*LiKO mice showed consistent levels of total TAG, total cholesterol, and total FFA in the liver when compared to control mice, under both fasting and refeeding conditions with a high-fat diet [24]. To gain further insight into the influence of Drp1-mediated organelle interactions on lipid metabolism, we conducted LC-MS analysis to examine the lipid profiles of both control and *Drp1*LiKO mice under fasting conditions, on NCD and HFD. We identified 15 lipid classes and 173 distinct lipid species and subsequently analyzed them using heatmaps and quantitative assessments. Figure 3A illustrates a flowchart of the experimental procedures, while the body weights of the mice involved are shown in Figure 3B. The heatmap data revealed distinctive lipid composition patterns in *Drp1*LiKO mice compared to the control group (Figure 3C). The relative concentrations of bile acids (Figure 3D and Supplementary Figure S1A), TAG (Figure 3E and Supplementary Figure S1B), and FFA (Figure 3F and Supplementary Figure S1C) were further examined. Notably, the levels of tauroursodeoxycholic acid, an ER stress inhibitor, were significantly higher in HFD-fed control mice compared to HFD-fed *Drp1*LiKO mice. Interestingly, while TAG levels increased in control mice under HFD conditions, the *Drp1*LiKO mice demonstrated significantly higher TAG levels under NCD and significantly lower levels under HFD. FFA levels, however, did not exhibit significant changes.

### 3.4. Drp1 Deficiency and Its Impact on Gene Expression in Lipid Metabolism

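RNA from livers of male mice fed a high-fat diet (HFD) was hybridized to 4 one-color Agilent arrays, 1 for each combination of genotype and feeding state: control (Cont) and Drp1LiKO livers after fasting, and Cont and Drp1LiKO livers after refeeding. The labels of the refed livers give a fast of 17 h and the paper's methods give 16 h, followed in both by 4 h of refeeding. The labels give 24 weeks of HFD, and the methods give a range from 16 to 24 weeks. The labels of the other 2 livers name no feeding state, and these livers are read as fasted from the paper's description of the experiment. The series description has the mice refed after the fast and names no group that stayed fasted, and the labels give these 2 arrays as raw data shared with earlier submissions, so every value called fasted here rests on that reading. The array design and the RNA kit named in the labels differ from those in the paper's methods, and the scanner files carry the design named in the labels. The files hold the scanner output of Feature Extraction, with all 4 arrays on 1 slide and in 1 scan. Signals are background-subtracted within each array and are not normalized between arrays. A second table from the authors holds the same 39429 probes after quantile normalization. Its sorted values differ by at most 0.00833 on the log2 scale from those of a quantile normalization of the scanner signals. Across probes, the lowest Spearman rho between this table and an array was 0.99995.

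For the values given here, each log2 signal was set relative to the 75th percentile of its array, and repeated spots of a probe were averaged. The 75th percentile was 461 in the Cont and 722 in the Drp1LiKO liver after fasting, and 357 and 526 after refeeding. Between 48.7% and 58.2% of the 43020 gene spots of an array were well above background, with the higher share on the Drp1LiKO array of each pair, and no spot was saturated. A gene was read from its probe that was well above background on the most arrays and, among those, the one with the highest mean signal. With 1 array per group there are no replicates, so differences within a feeding state are values without a test, and the number of arrays limits their precision. The standard error (SE) given with a difference comes from the scanner's error model and covers measurement error only. Its median over genes was 0.21 on the log2 scale. Where a probe was not well above background in 1 of the 2 livers, the difference is given as a lower bound against the higher of the probe's own signal and the lowest signal well above background on that array.

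Dnm1l, the gene that encodes Drp1, is represented by 1 probe, on chromosome 16 of the mm9 build from 16312331 to 16312390. Its log2 difference (Drp1LiKO minus Cont) was -0.21 (SE 0.20) after fasting and -0.12 (SE 0.20) after refeeding, each within 2 measurement SEs of 0. The paper's text does not name the deleted exons, so the position of this probe relative to the deletion is not known, and the value does not check the genotype labels.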

To analyze the perturbations in lipid metabolism pathways in *Drp1*LiKO mice livers and primary hepatocytes, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis using the GSE296128 and GSE296127 dataset. 

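After fasting, 2390 genes differed at least 2-fold between the Drp1LiKO and the Cont liver, 1454 of them higher and 936 lower in the Drp1LiKO liver, with the brighter of the 2 signals well above background. After refeeding, 2509 genes differed, 1404 higher and 1105 lower. In many of these genes 1 of the 2 livers had no signal well above background. This held for 985 of the higher and 366 of the lower genes after fasting, and for 939 and 461 after refeeding, and 330 of the fasted and 365 of the refed higher genes allow no fold at all. With the dim side read at its bound, an alternative chosen after seeing the data, 1688 genes differed after fasting (779 higher, 909 lower) and 1808 after refeeding (703 higher, 1105 lower), with 498 the same way in both. Among the 14447 genes well above background on all 4 arrays, 875 differed after fasting (397 higher, 478 lower) and 1028 after refeeding (451 higher, 577 lower), so that the excess of higher genes is not seen in genes measured in both livers. With background corrected by the normexp method, the setting of the signal scale that moved these counts most, 927 genes differed after fasting (358 higher, 569 lower) and 1072 after refeeding (363 higher, 709 lower).

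The difference went the same way in both feeding states for 695 genes, 460 higher and 235 lower. If the 2 sets of calls were independent over all 30439 genes, 101 would be expected. Only 18963 genes were well above background on at least 1 array and could be called, so this expectation is too low. The difference went opposite ways for 92 genes. Across the 16744 genes well above background on at least 2 arrays, the fasted and refed differences had a Pearson r of 0.529 and a Spearman rho of 0.620. These are correlations across genes, which are not independent replicates. The 2 pairs share no array, but in each pair the Drp1LiKO array was the brighter one. A difference that grows with signal, or the detection limit, can therefore act alike in both pairs and raise this agreement. With quantile normalization, 657 genes went the same way. Among genes well above background on all 4 arrays 362 did, against 31.5 expected from independent calls.

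The genes with the largest increases among those measured on all 4 arrays and changed the same way in both states were Atf3, with log2 differences of 5.58 after fasting and 4.42 after refeeding, and Nupr1, with 5.21 and 4.51. Trib3, Gsta1 and Asns followed after fasting, at 4.02, 3.97 and 3.78, and Gsta1, Ly6d and Asns after refeeding, at 3.82, 3.74 and 3.65. The largest decreases were in Serpina4-ps1 (-5.18), Cfd (-5.07), Hsd3b5 (-4.87), Cox8b (-4.08) and Hnf4aos (-3.56) after fasting, and in Cfd (-6.27), Cidea (-6.10), Serpina4-ps1 (-5.47), Aatk (-4.62) and Cyp2b13 (-3.47) after refeeding.

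A limma model with genotype and feeding state as additive terms was fitted to all 4 arrays, and it leaves 1 residual degree of freedom. None of the 16744 genes tested had a genotype effect at a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p from limma was 0.0614. At an unadjusted p under 0.05 there were 4746 genes, against 837 expected by chance. Restricted to the genes well above background on all 4 arrays, the same model called 1214 genes, 463 higher and 751 lower. The KEGG gene sets are not among the files, and the enrichment was not repeated.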

In livers, under fasting and refed conditions, 32 and 35 pathways, respectively, exhibited significant enrichment (*p* < 0.05). Figure 4A,B illustrate the top 10 pathways, of which nine are directly associated with lipid metabolism. These pathways include arachidonic acid metabolism, retinol metabolism, steroid hormone biosynthesis, fatty acid degradation, metabolic pathways, peroxisome proliferator-activated receptor (PPAR) signaling, linoleic acid metabolism, biosynthesis of unsaturated fatty acids, and pantothenate and CoA biosynthesis. 

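The differences were summarized over Reactome gene sets that cover some of these pathways, as the median log2 difference (Drp1LiKO minus Cont) of the genes well above background on at least 1 array. Each median was placed among the medians of 10000 random lists of the same size, matched on mean signal. This position describes these arrays and is not a p-value. In arachidonic acid metabolism (56 genes), the median was -0.23 after fasting, at percentile 32.1, and -0.24 after refeeding, at percentile 3.71. Quantile normalization gave -0.10 at percentile 4.39 after fasting, and the median over probes gave -0.49, below all random lists, after refeeding. For retinoid metabolism and transport (38 genes) it was -0.22 at percentile 53.6 after fasting and -0.39 at percentile 0.19 after refeeding. With quantile normalization the fasted retinoid median lay at 0.00. Steroid hormone genes (22 genes) had medians of -0.51 at percentile 0.09 and -0.25 at percentile 10.68, in the same order of feeding states, and quantile normalization brought the fasted one to -0.18 at percentile 3.08.

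Mitochondrial fatty acid β-oxidation (15 genes) had a fasted median of -0.28 at percentile 26.9 and a refed median of -0.41 at percentile 0.64. After refeeding, 15 of 15 genes were lower. Quantile normalization brought these medians to -0.05 after fasting and -0.27 after refeeding. The set of peroxisomal lipid metabolism (21 genes) had medians of -0.38 at percentile 4.29 after fasting (-0.08 with quantile normalization) and of -0.62, below all 10000 random lists, after refeeding. Linoleic acid metabolism (8 genes) was higher after fasting, with a median of 0.16 at percentile 98.8, and lower after refeeding, with -0.16 at percentile 33.1. Synthesis of very long-chain fatty acyl-CoAs (14 genes) gave 0.16 at percentile 99.8 after fasting and -0.10 at percentile 52.5 after refeeding, and the refed median turned positive, to 0.02, with quantile normalization. Coenzyme A biosynthesis (5 genes) gave -0.15 at percentile 44.1 and -0.25 at percentile 17.8.

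Several of the pathways named contain cytochrome P450 genes. The P450 set (73 genes) had a median of -0.17 at percentile 81.3 after fasting, which became 0.02 with quantile normalization, and of -0.50, below all random lists, after refeeding. Of these genes, 7 were at least 2-fold higher and 11 at least 2-fold lower after fasting, and 4 and 18 after refeeding. In the Cyp2c family (11 genes), the medians were -0.76 at percentile 0.03 after fasting and -1.20, below all random lists, after refeeding. Probes of closely related family members can bind each other's transcripts, so values within a family are not independent.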

A heatmap of differentially expressed genes associated with lipid metabolism under fasting and refed states indicated pronounced changes in key signaling pathways (Figure 4C and Supplementary Figure S2). 

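Of the 67 genes labeled in Figure 4C, 66 are on the array. In the Drp1LiKO liver, 30 of them were higher and 36 lower after fasting, and again 30 and 36 after refeeding. At least 2-fold differences were found for 13 higher and 17 lower genes after fasting and for 12 higher and 25 lower genes after refeeding. The median log2 difference of the 66 genes was -0.38 after fasting (-0.13 with quantile normalization) and -0.13 after refeeding (-0.28 with the median over probes). Because the authors chose these genes on the same arrays, the tallies describe the selection and do not test it.

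Among the labeled genes measured in both livers, the largest fasted increases were in Ugt1a10 (3.69, SE 0.22), Cyp26a1 (2.78, SE 0.35) and Cbr3 (2.68, SE 0.21). The largest fasted decreases were in Hsd3b5 (SE 0.20), Fabp3 (-2.25, SE 0.21) and Acot3 (-2.05, SE 0.20). After refeeding, Cbr3 (2.95, SE 0.21) and Ugt1a10 (2.19, SE 0.26) were again the highest. Cyp2b13 (SE 0.33), Acot3 (-3.34, SE 0.21) and Cyp2b10 (-2.89, SE 0.20) were the lowest. Mogat2 was at least 2.87 higher on the log2 scale after fasting and at least 3.79 higher after refeeding, since it was not well above background in either Cont liver. Ppara fell by 1.06 (SE 0.20) after fasting and by 1.39 (SE 0.20) after refeeding. Fabp3 went the other way after refeeding, where it was higher by at least 0.61. For 8 of 18 skeletal muscle genes, only the Cont fasted array was well above background. A fall in the fasted pair alone, as in Fabp3, may come from that sample and not from the genotype, which these arrays cannot settle. The paper reads the heatmap of these genes as pointing to pronounced changes in key signaling pathways.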

Subsequently, primary mouse hepatocytes from *Drp1*LiKO mice uncovered 57 KEGG pathways with significant enrichment, with the top 10 depicted in Figure 4D. Notably, retinol metabolism emerged as the most prominently enriched pathway. To further delineate the direct effects of these altered lipid metabolism pathways, we conducted gene ontology analysis on global gene expression profiles of primary hepatocytes treated with palmitate. The analysis revealed an upregulation of the innate immune response, inflammatory response, and immune response in Drp1-deficient cells (Figure 4E). Among the top ten upregulated genes following palmitate treatment, genes from the heat shock protein family, chemokine ligand family, and heme oxygenase were upregulated in both control and *Drp1*LiKO hepatocytes (Figure 4F). However, inflammatory cytokines interleukin-1β (*Il1b*) and interleukin-6 (*Il6*) were exclusively among the top ten genes upregulated in *Drp1*LiKO hepatocytes post-palmitate treatment.

### 3.5. Enhanced Inflammatory Response in Drp1LiKO Hepatocytes and Mice

Since palmitate (16:0) and oleate (18:1) are the most abundant fatty acids in Western diets and rodent triglycerides, these fatty acids were used to further investigate the inflammatory response to FFAs in *Drp1*LiKO primary hepatocytes. We measured the levels of proinflammatory cytokines in the culture medium. Tumor necrosis factor (TNF), IL-6, IL-1β, and interferon-gamma (IFN-γ) were significantly elevated in *Drp1*LiKO hepatocytes compared to controls (Figure 5A). Consistently, FFA-treated *Drp1*LiKO hepatocytes showed increased mRNA expression of ER stress markers and proinflammatory cytokines (Supplementary Figure S3A). Western blot analysis confirmed activation of the P65 nuclear factor kappa B (NF-κB) and NLR family pyrin domain-containing 3 (NLRP3) inflammasome pathways, with stronger responses observed in *Drp1*LiKO hepatocytes (Figure 5B). Histological analysis of liver sections from NCD- and HFD-*Drp1*LiKO mice revealed clustered inflammatory cell infiltration, as shown in our previous study [24]. Immunostaining indicated that the predominant immune cell population was F4/80-positive macrophages (Figure 5C,D and Supplementary Figure S3B). Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assays demonstrated minimal apoptotic cells in control mice but a marked increase in *Drp1*LiKO mice. Additionally, necrotic cells, characterized by enlarged and vacuolated nuclei, were observed in NCD-*Drp1*LiKO mice and further increased in HFD-*Drp1*LiKO mice (Figure 5C,D). Collectively, these findings indicate that Drp1 deficiency exacerbates the inflammatory response, potentially contributing to hepatic dysfunction.

### 3.6. Mt–LD Interactions in Drp1LiKO Primary Hepatocytes

To investigate the spatial relationship between mitochondria and lipid droplets in vitro, live-cell imaging was conducted using MitoTracker Red to label mitochondria and LipidTOX Green to label lipid droplets. Remarkably, the study revealed that nearly all LDs were either in contact with short, fragmented mitochondria or were surrounded by long, tubular mitochondria, as illustrated in Figure 6A. The fluorescence intensity profile demonstrated that LDs were predominantly localized at the periphery of mitochondria in both control and *Drp1*LiKO hepatocytes (Figure 6B). Quantitative analysis indicated that the total LD area and the average size of LDs were significantly larger in *Drp1*LiKO hepatocytes compared to control cells, under both untreated and palmitate-treated conditions (Figure 6C).

## 4. Discussion

This study builds upon our previous investigations into the role of Drp1 in Mt–ER contact sites and liver function. In our initial study, we demonstrated that defects in Drp1 lead to a reduction in the number of Mt–ER contacts, which is associated with increased ER stress and activation of the unfolded protein response. This response in *Drp1*LiKO mice is characterized by elevated levels of phosphorylated eIF2α, resulting in translational inhibition [24]. We speculate that this translational inhibition might partly explain the observed reduction in ACSL4. Additionally, we showed that deletion of Drp1 does not significantly affect mitochondrial function, as evidenced by stable levels of oxygen consumption, ATP production, and mitochondrial respiratory complex protein levels. In our subsequent study, we found that liver-specific deletion of Drp1, as well as downregulation by siRNA in hepatocytes, induces liver inflammation. Furthermore, primary hepatocytes from *Drp1*LiKO mice exhibit a collapse of the mitochondrial membrane potential, which was found to be more prevalent [30].

Our novel study reveals that Drp1 deficiency in the liver is associated with increased Mt–LD and ER–Mt–LD interactions, along with reduced Mt–ER–LD interactions. Previous studies accentuate the importance of Mt–LD interactions in fatty acid metabolism. For example, LDM in brown adipocytes with impaired fatty acid β-oxidation capacity can lead to lipid droplet expansion [31]. Conversely, in the liver, LDM might augment fatty acid oxidation while diminishing respiratory efficiency [32]. The increased Mt–LD interactions observed in NCD-*Drp1*LiKO mice might be both a cause and a consequence of elevated TAG levels (Figure 7). Mt–ER–LD contact sites are known to contain proteins facilitating lipid transfer between organelles [19]. Particularly noteworthy are the roles of proteins like ORP5 and ORP8, localized at Mt–ER–LD contact sites, in LD biogenesis and maintenance [18]. When exposed to a high-fat diet, control mice exhibited an increase in lipid droplet size and greater distances between mitochondria and lipid droplets in Mt–ER–LD and Mt–ERs–LD interactions. This spatial arrangement could prevent excessive triglyceride breakdown and limit the accumulation of deleterious fatty acids. In *Drp1*LiKO mice on a high-fat diet, the decreased Mt–ER–LD interactions may be associated with reduced TAG levels (Figure 7).

Mitochondrial morphology can modulate fatty acid utilization by affecting Cpt1 sensitivity, with elongated mitochondria enhancing sensitivity and fragmented mitochondria reducing it [34]. In *Drp1*LiKO mice, the absence of Drp1 altered mitochondrial morphology, which might impact fatty acid oxidation by modifying Cpt1 sensitivity to malonyl-CoA inhibition. In vitro studies confirmed these findings, as palmitate induced triglyceride accumulation within LDs and mitochondrial fragmentation in control hepatocytes, while oleate led to larger LD formation without inducing mitochondrial fragmentation, consistent with previous reports [35]. In contrast, *Drp1*LiKO hepatocytes exhibited larger and more numerous LDs even without fatty acid treatment, and post-treatment with palmitate or oleate further increased LD size and number, accompanied by tubular mitochondria. LDs play a vital role in managing excess free fatty acids, storing lipids, and alleviating ER stress by sequestering misfolded proteins, surplus lipids, and calcium [36,37,38]. Disruptions in LD formation, interactions between mitochondria and LDs, and mitochondrial fatty acid β-oxidation are pivotal in the development of metabolic dysfunction-related diseases, perpetuating lipid accumulation and metabolic dysfunction that exacerbate inflammation.

In this study, we highlight the significant role of intracellular organelle communication, termed the “social network”, in maintaining cellular function. Although we did not directly assess the role of these interactions in lipid metabolism and inflammation, our study highlights the intriguing topic of inter-organelle connectivity and its significance in maintaining cellular homeostasis. Further investigation is required to determine whether the heightened inflammation observed in *Drp1*LiKO mice results directly from disrupted organelle interactions or is a consequence of lipid accumulation. Additional experiments utilizing specific markers for Mt–LD contact sites are necessary. While proteins such as RAB8-PLIN5, MFN2-PLIN5, and ACSL1-SNAP23 have been identified as Mt–LD tether proteins, there is currently a lack of specific markers for Mt–LD contact sites. Future experiments involving the knockdown of these specific tether proteins in *Drp1*LiKO mice could shed light on whether reducing Mt–LD interactions enhances the outcomes associated with Drp1 deletion. Alternatively, restoring Mt–ER contacts through a linking molecule in *Drp1*LiKO mice might elucidate the effects on metabolic and inflammatory phenotypes, offering deeper insights into Drp1’s role in mitochondria, ER, and lipid droplet interactions and its impact on liver lipid metabolism and inflammation.

## 5. Conclusions

Metabolic dysfunction-associated steatohepatitis (MASH), previously termed nonalcoholic steatohepatitis (NASH), is a severe liver condition characterized by fibrosis, necroinflammation, and steatosis. As an advanced manifestation of metabolic dysfunction-associated steatotic liver disease (MASLD), MASH poses a significant global health challenge [39,40]. The prevalent lifestyle of excessive nutrient intake fosters chronic inflammation through metabolic byproduct accumulation, disrupting lipid metabolism and contributing to MASH development. In conclusion, our study, by employing a liver-specific Drp1 knockout mouse model, sheds light on MASH pathogenesis, elucidating how Drp1 deficiency exacerbates liver inflammation by disrupting organelle interactions and disturbing lipid metabolism. Targeting Drp1-related pathways presents novel therapeutic avenues for alleviating MASH. As research advances, restoring proper organelle communication and lipid balance may offer fresh strategies for managing metabolic-related disorders.

## Figures and Tables

**Figure 1:**
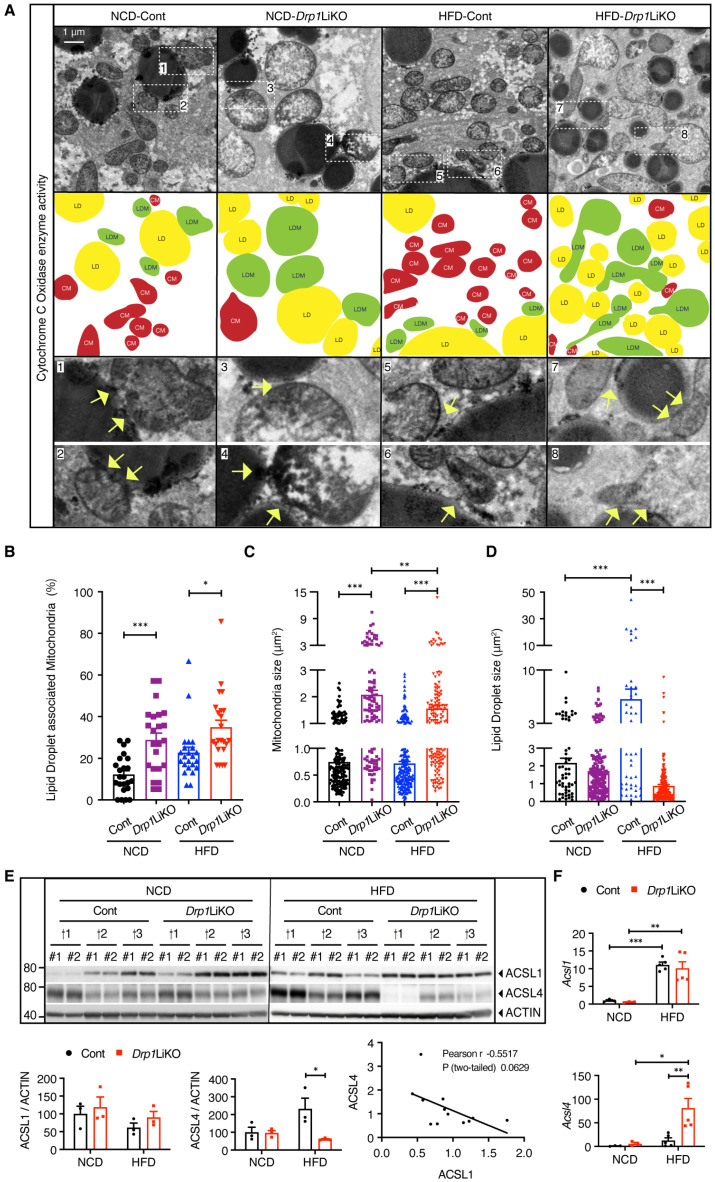
Increased mitochondria–lipid droplet interactions in *Drp1*LiKO mice. (**A**) Transmission electron microscopy images depicting cytochrome c oxidase enzyme activity assay in the livers of control and *Drp1*LiKO fasted mice. Regions denoted by white dashed squares are magnified in the lower panel. Lipid droplet-associated mitochondria (LDMs) are indicated in green, cytosolic mitochondria (CMs) in red, and lipid droplets (LDs) in yellow. Yellow arrows indicated mitochondria–lipid droplet interaction sites. Scale bar = 1 μm. (**B**–**D**) Quantitative analysis of the percentage of lipid droplet-associated mitochondria (*n* = 23), mitochondria size (*n* = 105–205), and lipid droplet size (*n* = 43–198) in control and *Drp1*LiKO fasted mice. Analysis was performed on a total of 23 images, with 3 mice per group. Values are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Determined by two-way ANOVA with Tukey’s multiple comparisons test. (**E**) Western blot analysis, corresponding densitometric quantification, and correlation analysis of ACSL1 and ACSL4 expression levels. ACTIN served as the loading control. Technical duplicates labeled as #1 and #2; biological replicates labeled as †1, †2, and †3. Data presented as mean ± SEM (*n* = 3). * *p* < 0.05, based on two-way ANOVA with Tukey’s multiple comparisons test. (F) Real-time PCR evaluation of *Acsl1* and *Acsl4* mRNA expression levels. *Gapdh* employed as the internal control. Data displayed as mean ± SEM (*n* = 3–5). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Based on two-way ANOVA with Tukey’s multiple comparisons test.

**Figure 2:**
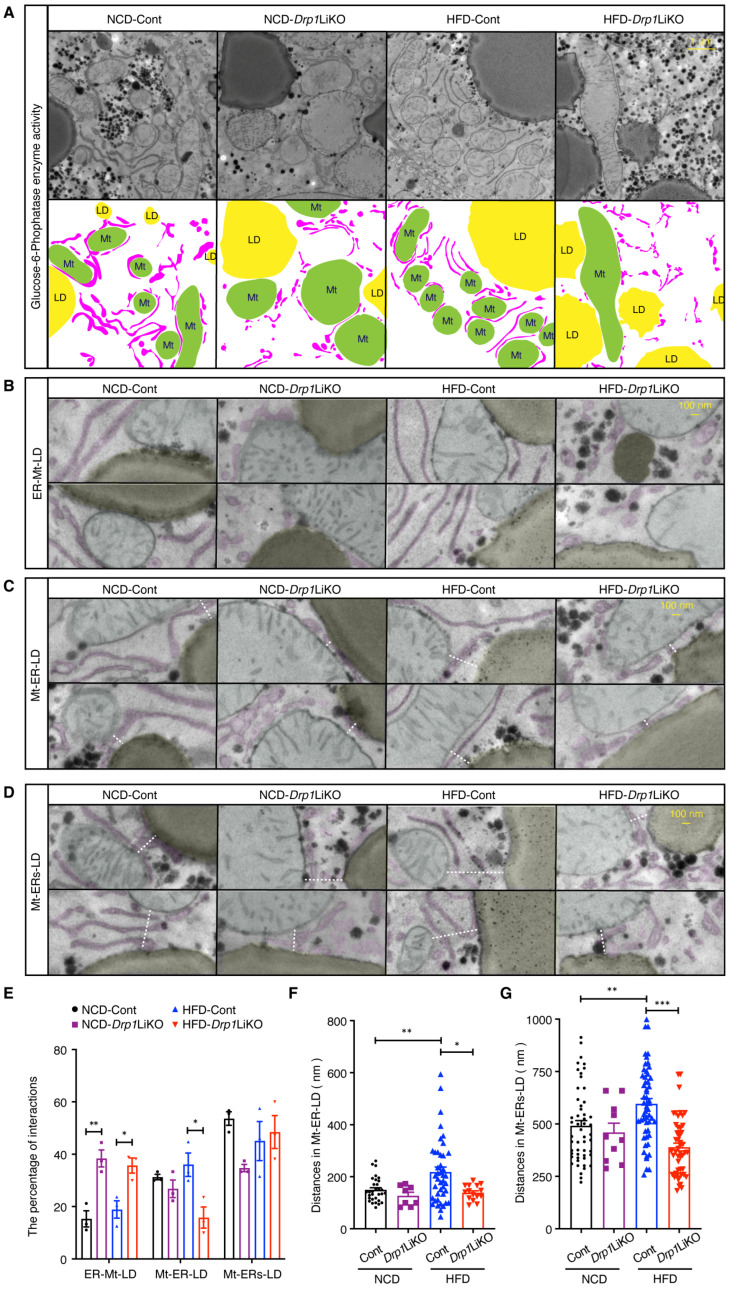
Disrupted interactions among mitochondria, the endoplasmic reticulum, and lipid droplets in *Drp1*LiKO mice. (**A**–**D**) Electron microscopy images showing glucose-6-phosphatase enzyme activity assay in the livers of control and *Drp1*LiKO mice. Mitochondria (Mt) are marked in green, lipid droplets (LDs) in yellow, and endoplasmic reticulum (ER) tubules in magenta. Dashed lines indicate the distances of the interactions among Mt, the ER, and LD. Scale bar = 1 μm in (**A**) and 100 nm in (**B**–**D**). (**E**–**G**) Quantitative analysis of the percentage (**E**) (*n* = 3) and distances (**F**–**G**) (*n* = 8–53) of interactions among Mt, the ER, and LD in control and *Drp1*LiKO fasted mice, with 3 mice per group. Values are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Determined by two-way ANOVA with Tukey’s multiple comparisons test.

**Figure 3:**
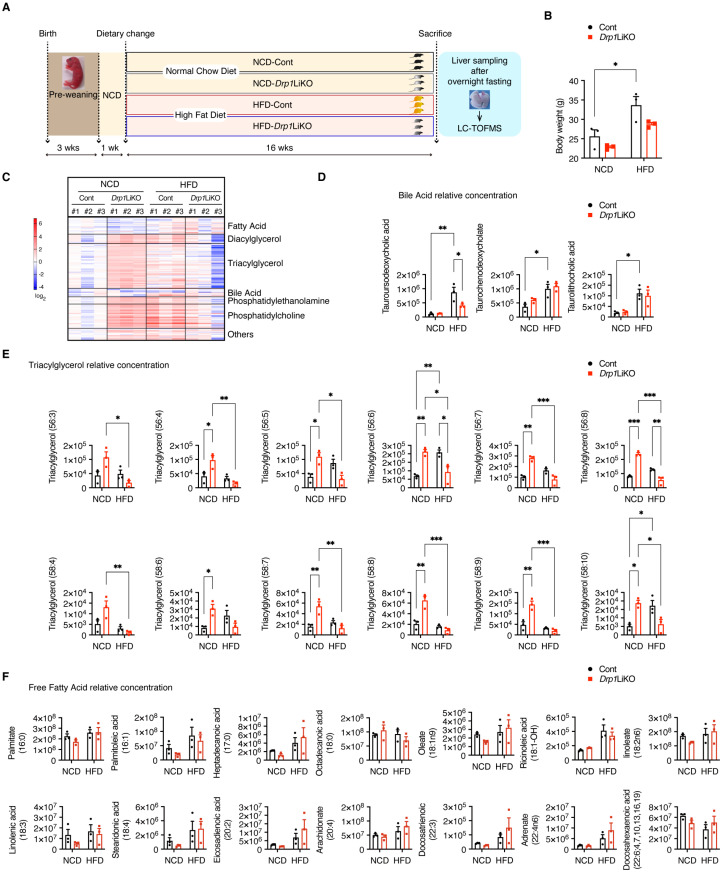
Aberrant lipid metabolite profiles in *Drp1*LiKO mice. (**A**) Schematic representation of the experimental procedures. (**B**) Body weights of the mice utilized in this study. Values expressed as mean ± SEM. *n* = 3. * *p* < 0.05. Determined by two-way ANOVA with Tukey’s multiple comparisons test. (**C**) Heatmap of lipid profiling. A heatmap was generated from the LC-MS analysis of liver lipid extracts. Biological replicate samples in each condition are numbered as #1, #2, and #3. (**D**–**F**) Relative concentrations of specific lipid species in the livers of control and *Drp1*LiKO mice. The quantities of triacylglycerol and free fatty acids are categorized by total carbon atoms and the number of double bonds. Values expressed as mean ± SEM. *n* = 3. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Determined by two-way ANOVA with Tukey’s multiple comparisons test.

**Figure 4:**
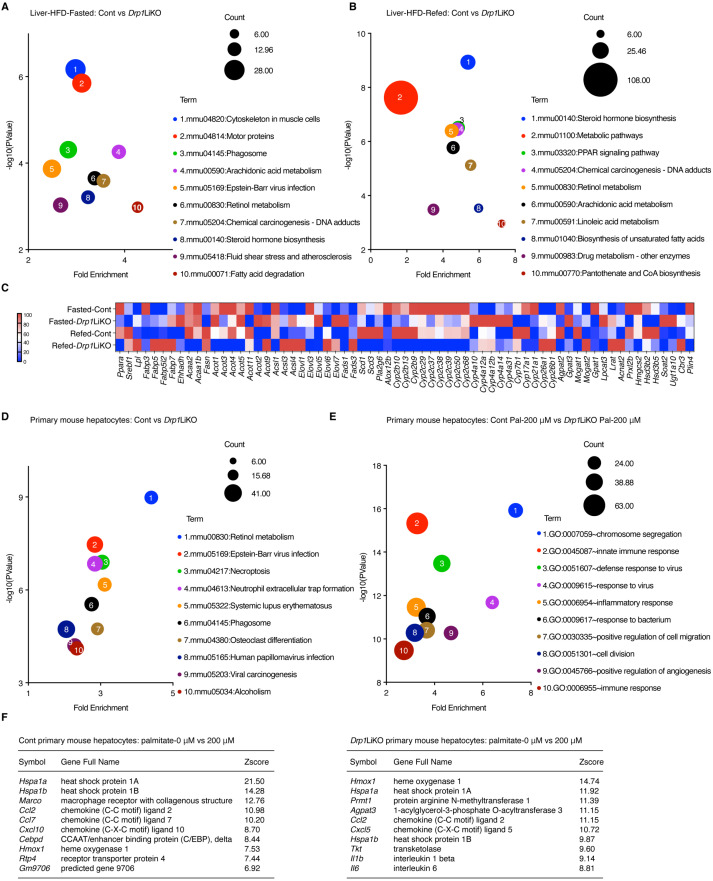
Aberrant gene expression profiles in HFD-*Drp1*LiKO mice and *Drp1*LiKO primary hepatocytes. (**A**,**B**) KEGG pathway enrichment analysis was conducted on differentially expressed genes in the livers of control and *Drp1*LiKO mice. The *X*-axis indicates the fold enrichment, while the *Y*-axis shows the negative logarithm (base 10) of the *p*-values. The size of the bubbles corresponds to the number of genes. (**C**) A heatmap illustrating differentially expressed genes associated with lipid metabolism that were identified through microarray analysis. (**D**) KEGG pathway enrichment analysis of differentially expressed genes in primary hepatocytes isolated from control and *Drp1*LiKO mice. (**E**) Gene ontology analysis of differentially expressed genes was performed on control and *Drp1*LiKO mouse primary hepatocytes treated with 200 μM palmitate. The *X*-axis represents fold enrichment, and the *Y*-axis denotes the negative logarithm (base 10) of *p*-values. The size of the bubbles corresponds to the gene count. (**F**) Top ten upregulated genes in control and *Drp1*LiKO hepatocytes following treatment with 200 μM palmitate, identified through microarray analysis.

**Figure 5:**
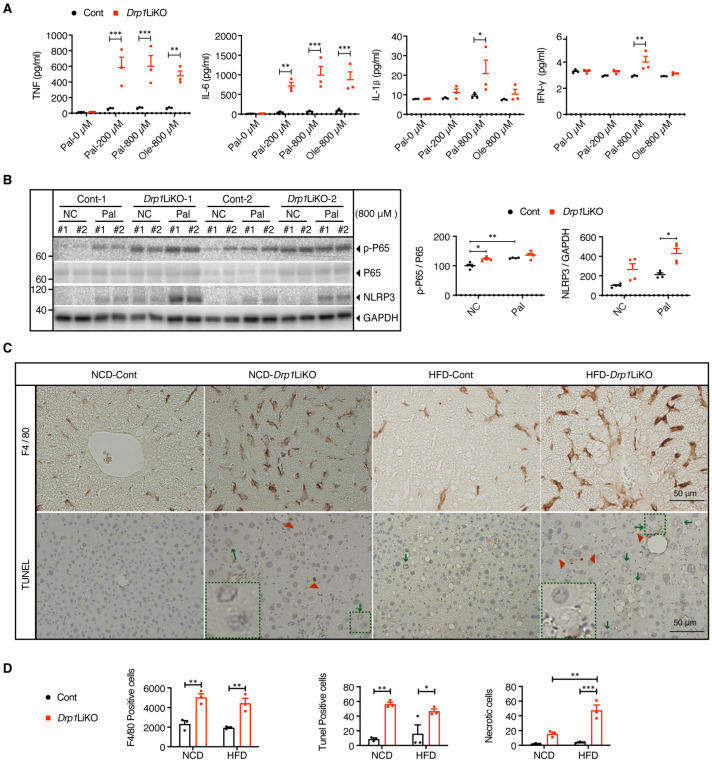
Inflammation and hepatocyte death in *Drp1*LiKO primary hepatocytes and mice. (**A**) Primary hepatocytes isolated from control and *Drp1*LiKO mice were treated with PBS (referred to as palmitate-0 μM), palmitate (200 or 800 μM), or oleate (800 μM) for 24 h. Cells and culture supernatants were collected. TNF, IL-6, IL-1β, and IFN-γ levels were determined using a BD cytometric bead array (*n* = 3). Values are expressed as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 determined by two-way ANOVA with Sidak’s post hoc test. (**B**) Western blot analysis and densitometric quantification of p-P65 NF-κB, P65 NF-κB, and NLRP3 in PBS- or palmitate-treated cells. GAPDH served as the internal control. The technical duplicate samples in each condition were numbered as #1 and #2. Biological samples are numbered from Cont 1-2 and *Drp1*LiKO 1-2. Values are expressed as mean ± SEM (*n* = 4). * *p* < 0.05, ** *p* < 0.01 determined by two-way ANOVA with Tukey’s multiple comparisons test. (**C**,**D**) Control and *Drp1*LiKO mice were fed either an NCD or HFD for 16–24 weeks. Liver sections were subjected to F4/80 immunostaining and TUNEL assay to evaluate histological changes. (**C**) Representative images showing liver histology. TUNEL-positive cells indicated by red arrowheads, and necrotic cells indicated by green arrows. Areas indicated with green dashed squares are enlarged and displayed on the bottom left. Scale bar = 50 μm. (**D**) Quantitative analysis of F4/80-positive cells, TUNEL-positive cells, and necrotic cells performed by counting cells in composite images created by merging 15 high-power fields (20× magnification). Each mouse was analyzed using 3 joint images, with 3–4 mice per experimental group. Values expressed as mean ± SEM. *n* = 3–4. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Determined by two-way ANOVA with Tukey’s post hoc test.

**Figure 6:**
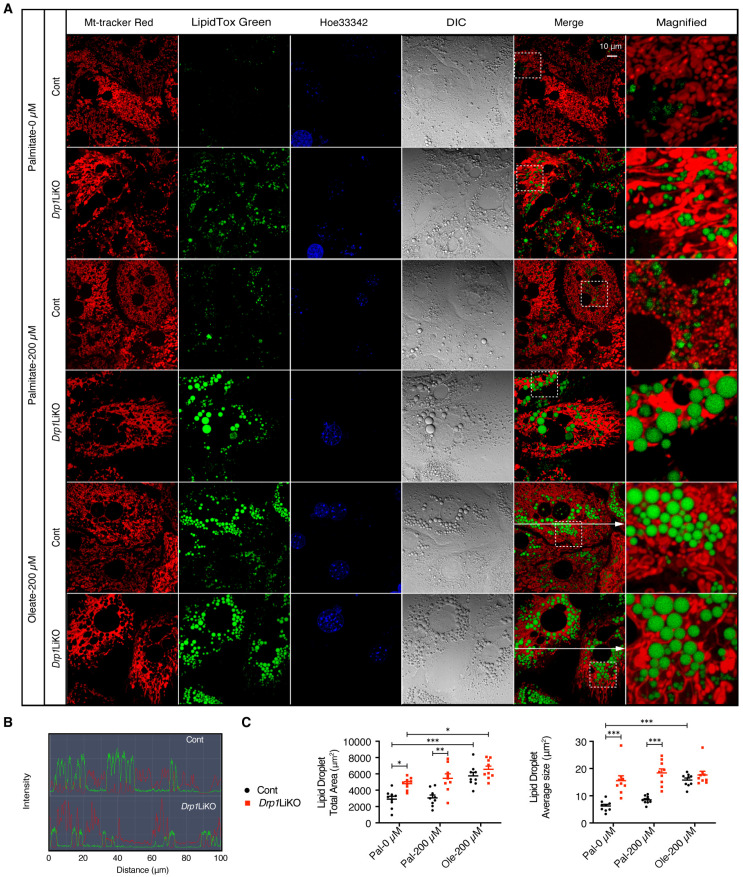
Increased lipid droplet formation in *Drp1*LiKO mouse primary hepatocytes. (**A**) Primary hepatocytes isolated from control and *Drp1*LiKO mice were treated with PBS (referred to as palmitate-0 μM), palmitate (200 μM), or oleate (200 μM) for 24 h. Representative images show MitoTracker Red staining for mitochondria and LipidTox Green for lipid droplets. Nuclei are stained with Hoechst 33342 (blue). Differential interference contrast (DIC) imaging enhances contrast in brightfield images. Areas indicated with white dashed squares are enlarged and displayed on the right. Scale bar = 10 μm. (**B**) Intensity profile analysis of pixels marked by the line shown in panel (**A**). (**C**) Quantitative analysis of the total area and average size of lipid droplets in the control and *Drp1*LiKO primary hepatocytes. Values are expressed as mean ± SEM. *n* = 9 (3 images from 3 individual experiments). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 determined by two-way ANOVA with Tukey’s post hoc test.

**Figure 7:**
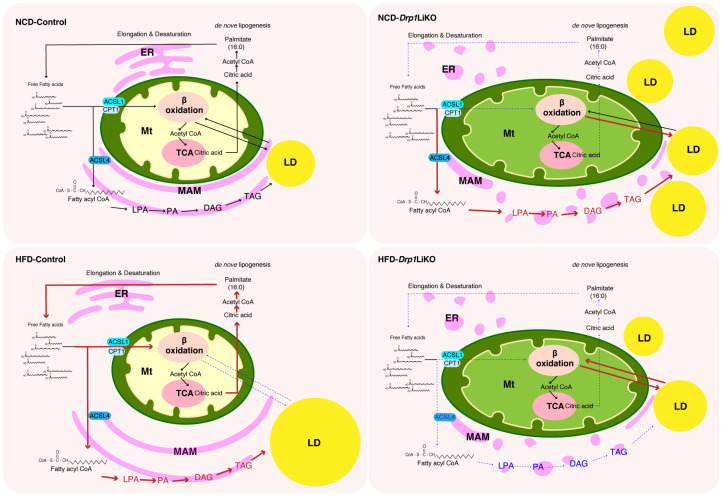
Disrupted lipid metabolism in the liver of *Drp1*LiKO mice and the potential impact of organelle interactions on lipid levels under varying dietary conditions. In control mice exposed to a high-fat diet (HFD), elevated levels of lysophosphatidic acid (LPA), phosphatidic acid (PA), diacylglycerol (DAG), and triacylglycerol (TAG) were observed. Conversely, NCD-*Drp1*LiKO mice exhibited significantly higher levels of LPA, PA, DAG, and TAG under normal chow diet (NCD) conditions but significantly lower levels under HFD conditions. The increased mitochondrial–lipid droplet (Mt-LD) interactions observed in NCD-*Drp1*LiKO mice may play a dual role as both a contributing factor and a consequence of the elevated TAG levels. Upon exposure to a high-fat diet, control mice showed an increase in lipid droplet size along with increased distances between mitochondria and lipid droplets in Mt-ER-LD and Mt-ERs-LD interactions. This spatial arrangement could potentially hinder lipid transfer between mitochondria and lipid droplets. In HFD-*Drp1*LiKO mice, the absence of increased distances between mitochondria and lipid droplets might be related to the observed reduction in TAG levels.

## Data Availability

The microarray data discussed in this study have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/, accessed on 1 May 2025) under accession numbers GSE296127 and GSE296128.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14100679/s1, Figure S1. Aberrant lipid metabolite profiles in *Drp1*LiKO mice. Figure S2. Signaling pathway of differentially expressed lipid metabolism-associated genes in *Drp1*LiKO mice. Figure S3. Inflammatory response in control and *Drp1*LiKO primary hepatocytes and mouse livers. Figure S4. Uncropped Western blot images for Figure 1E. Figure S5. Uncropped Western blot images for Figure 5B. Table S1. Real-time PCR primers used in this study. Table S2. Antibodies and regents used in this study. Table S3. Relative concentration of metabolites for lipidomics in control and *Drp1*LiKO mouse livers.

## Abbreviations

The following abbreviations are used in this manuscript:

ACSL	long-chain fatty acyl-CoA synthetases
CM	cytosolic mitochondria
DAG	diacylglycerol
Drp	dynamin-related protein 1
*Drp1*LiKO	liver-specific Drp1 knockout
ER	endoplasmic reticulum
FFA	free fatty acid
HFD	high-fat diet
LD	lipid droplet
LDM	LD-associated mitochondria
MAM	mitochondria-associated ER membrane
NCD	normal chow diet
NF-κB	nuclear factor kappa B
Nlrp3	NLR family pyrin domain-containing 3
TAG	triacylglycerol
TNF	tumor necrosis factor
TUNEL	terminal deoxynucleotidyl transferase dUTP nick end labeling

# Supplementary material for: Impact of Drp1 Loss on Organelle Interaction, Metabolism, and Inflammation in Mouse Liver
**Source:** Cells. 2025 May 8;14(10):679. doi: 10.3390/cells14100679
**Supplement:** Supplementary file 1

## Supplementary Material

### Impact of Drp1 Loss on Organelle Interaction, Metabolism, and Inflammation in Mouse Liver

Lixiang Wang<sup>1\*</sup>, Seiji Nomura<sup>1</sup>, Nao Hasuzawa<sup>2</sup>, Sadaki Yokota<sup>3</sup>, Ayako Nagayama<sup>2</sup>, Kenji Ashida<sup>2</sup>, Junjiro Rikitake<sup>2</sup>, Yoshinori Moriyama<sup>2</sup>, Masatoshi Nomura<sup>2\*</sup> & Ken Yamamoto<sup>1</sup>

## Contents

### Supplementary Tables S1-S3

Supplementary Table S1. Real-time PCR primers used in this study.

Supplementary Table S2. Antibodies and reagents used in this study.

Supplementary Table S3. Relative concentration of metabolites for lipidomics in control and *Drp1*LiKO mouse livers.

### Supplementary Figures S1-S5

Supplementary Figure S1. Aberrant lipid metabolite profiles in *Drp1*LiKO mice.

Supplementary Figure S2. Signaling pathway of differentially expressed lipid metabolism-associated genes in *Drp1*LiKO mice.

Supplementary Figure S3. Inflammatory response in control and *Drp1*LiKO primary hepatocytes and mouse livers.

Supplementary Figure S4. Uncropped western blot images for Figure 1E.

Supplementary Figure S5. Uncropped western blot images for Figure 5B.

## Supplementary Table S1. Real-time PCR primers used in this study.

ESM Table 1. Real-time PCR primers used in this study.

| Species | Gene         | Forward primer (5' – 3') | Reverse primer (5' – 3') | Product size (bp) |
|---------|--------------|--------------------------|--------------------------|-------------------|
| Murine  | <i>Tnfa</i>  | CCACCACGCTCTTCTGTCTA     | AGGGTCTGGGCCATAGAACT     | 103               |
| Murine  | <i>Acs11</i> | GTCCTGGGCACAGAAGAGAG     | TGTTCTGCACAGTTCTTCG      | 56                |
| Murine  | <i>Acs14</i> | ACTGTCCCCTCAGACACACC     | TGTTCCAGCACCACATGATT     | 94                |
| Murine  | <i>P8</i>    | CAGACCACAGACACCACACC     | TCTGCTTCTTGCTCCCATCT     | 222               |
| Murine  | <i>Chop</i>  | AGCCTGGTATGAGGATCTGC     | CTCCTGCTCCTTCTCCTTCA     | 319               |
| Murine  | <i>Il6</i>   | CCGGAGAGGAGACTTCACAG     | TTCTGCAAGTGCATCATCGT     | 166               |
| Murine  | <i>Gapdh</i> | CCATCACTGCCACCCAGAAG     | GATGCAGGGATGATGTTC       | 91                |

## Supplementary Table S2. Antibodies and reagents used in this study.

ESM Table 2. Antibodies and reagents used in this study.

| Antibodies and Reagents                              | Final Conc | Source                    | Material Number |
|------------------------------------------------------|------------|---------------------------|-----------------|
| Rat monoclonal anti F4/80                            | 1:200      | AbD serotec               | MCA497          |
| Rat monoclonal anti Ly6G                             | 1:200      | BD Biosciences            | 551459          |
| Rat monoclonal anti-CD3                              | 1:200      | Biocompare                | MCA500G         |
| Rat monoclonal anti-CD45R/B220, clone RA3-6B2        | 1:200      | BioLegend                 | 103202          |
| Rabbit polyclonal anti- pNFκB, p65 subunit (Ser536)  | 1:1000     | Cell Signaling Technology | #3033           |
| Mouse monoclonal anti-NFκB, p65 subunit, clone 12H11 | 1:1000     | Merck                     | MAB3026         |
| Mouse monoclonal anti-NLRP3/NALP3 (Cryo-2)           | 1:1000     | Adipogen                  | AG-20B-0014     |
| Rabbit polyclonal anti-Acs1                          | 1:1000     | Cell Signaling Technology | #4047           |
| Rabbit polyclonal anti-Acs4                          | 1:1000     | Proteintech               | 22401-1-AP      |
| Peroxidase-conjugated monoclonal anti-GAPDH          | 1:5000     | Wako                      | 015-25473       |
| Peroxidase-conjugated monoclonal anti-β-ACTIN        | 1:5000     | Wako                      | 017-24573       |
| Horse anti-mouse IgG, HRP-linked antibody            | 1:5000     | Cell Signaling Technology | #7076           |
| Goat anti-rabbit IgG, HRP-linked antibody            | 1:5000     | Cell Signaling Technology | #7074           |
| Goat anti-rat IgG, HRP-linked antibody               | 1:5000     | Cell Signaling Technology | #7077           |
| MitoTracker Red CMXRos                               | 250 nM     | Molecular Probes          | M7512           |
| HCS LipidTox Green Neutral Lipid Stain               | 1:1000     | Thermo Fisher Scientific  | H34475          |
| Hoechst 33342                                        | 1 µg/ml    | Dojindo                   | H342            |
| ApopTag® Peroxidase In Situ Apoptosis Detection Kit  |            | Milipore                  | S7100           |

**Supplementary Table S3. Relative concentration of metabolites in control and *Drp1*LiKO mice livers.**

| Category       | Name                           | NCD-W-1  | NCD-W-2  | NCD-W-3  | NCD-K-1  | NCD-K-2  | NCD-K-3  | HFD-W-1  | HFD-W-2  | HFD-W-3  | HFD-K-1  | HFD-K-2  | HFD-K-3  |
|----------------|--------------------------------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
| Acyl carnitine | O-Stearoyl-L-carnitine(18:0)   | 165      | 134      | 108      | 195      | 138      | 244      | 182      | 196      | 290      | 290      | 184      | 292      |
| Bile acid      | Tauroursodeoxycholic acid      | 65498    | 95538    | 167414   | 123082   | 134344   | 111388   | 557746   | 1167092  | 900035   | 508028   | 363442   | 356148   |
| Bile acid      | Glycocholate                   | 23396    | 51290    | 52117    | 7659     | 24636    | 25202    | 38102    | 63110    | 54224    | 38038    | 24768    | 28953    |
| Bile acid      | Taurocholate                   | 11393652 | 14887410 | 20220979 | 10848046 | 12816914 | 17292202 | 12032648 | 16097109 | 10789376 | 14049436 | 11156300 | 10721758 |
| Bile acid      | α-Muricholic acid              | 297056   | 698726   | 750996   | 872120   | 108088   | 176267   | 205290   | 264938   | 154087   | 1111290  | 468706   | 633776   |
| Bile acid      | β-Muricholic acid              | 109493   | 248016   | 278623   | 315988   | 44398    | 69532    | 83230    | 107884   | 61847    | 396734   | 178884   | 222810   |
| Bile acid      | Cholic acid                    | 65808    | 54691    | 690256   | 292272   | 93854    | 184183   | 70948    | 168094   | 36930    | 257036   | 28136    | 100709   |
| Bile acid      | Taurochenodeoxycholate         | 193362   | 510206   | 404468   | 676435   | 498442   | 638866   | 696664   | 1063302  | 1246088  | 1244522  | 1119693  | 911890   |
| Bile acid      | Glycodeoxycholate              | 0        | 0        | 24       | 0        | 14       | 0        | 16       | 13       | 12       | 18       | 0        | 12       |
| Bile acid      | Taurodeoxycholic acid          | 1095284  | 1684100  | 2711112  | 2005376  | 1832038  | 1258738  | 3972164  | 3989414  | 3174837  | 4431794  | 1156848  | 3305342  |
| Bile acid      | Ursodeoxycholic acid, Ursodiol | 2846     | 3644     | 11512    | 6906     | 3155     | 986      | 16150    | 148334   | 69408    | 5358     | 6354     | 3940     |
| Bile acid      | Taurothiocholic acid           | 10810    | 17894    | 27564    | 32667    | 24974    | 13717    | 85236    | 148820   | 101044   | 142258   | 50644    | 108698   |
| Bile acid      | Chenodeoxycholate              | 6744     | 12536    | 9444     | 7977     | 2936     | 2534     | 13858    | 18288    | 11507    | 27648    | 5692     | 15341    |
| Diacylglycerol | DG(32:0)                       | 884      | 362      | 606      | 1969     | 4217     | 2974     | 1824     | 797      | 2195     | 1228     | 561      | 137      |
| Diacylglycerol | DG(32:1)                       | 3556     | 1562     | 1566     | 5512     | 14696    | 9147     | 10708    | 4633     | 17850    | 4107     | 2232     | 456      |
| Diacylglycerol | DG(32:2)                       | 2322     | 967      | 1556     | 3592     | 5562     | 4146     | 2780     | 1644     | 3643     | 1363     | 1130     | 302      |
| Diacylglycerol | DG(34:1)                       | 37575    | 12936    | 22801    | 68812    | 141284   | 93720    | 110239   | 51669    | 144942   | 59553    | 27716    | 4934     |
| Diacylglycerol | DG(34:2)                       | 100030   | 44340    | 70131    | 192766   | 331255   | 241640   | 237333   | 112382   | 278730   | 104136   | 57500    | 10046    |
| Diacylglycerol | DG(34:3)                       | 2143     | 1108     | 1107     | 3616     | 7909     | 5594     | 6329     | 2872     | 8656     | 2625     | 1475     | 251      |
| Diacylglycerol | DG(36:2)                       | 50594    | 10008    | 31593    | 80520    | 158034   | 92926    | 180384   | 90282    | 237258   | 95040    | 41214    | 7946     |
| Diacylglycerol | DG(36:3)                       | 126651   | 33886    | 94794    | 224528   | 369056   | 229200   | 310562   | 155734   | 331306   | 150679   | 75240    | 15104    |
| Diacylglycerol | DG(36:4)                       | 56652    | 17364    | 47406    | 93897    | 146902   | 84646    | 87684    | 49143    | 121335   | 42372    | 21080    | 4079     |
| Diacylglycerol | DG(38:2)                       | 2670     | 374      | 2554     | 5379     | 10730    | 4034     | 4288     | 2241     | 6994     | 2445     | 1076     | 175      |
| Diacylglycerol | DG(38:4)                       | 1916     | 404      | 1686     | 4958     | 9180     | 4175     | 6848     | 3911     | 10774    | 3804     | 1550     | 234      |
| Diacylglycerol | DG(38:3)                       | 214      | 760      | 254      | 1116     | 1722     | 1100     | 1650     | 834      | 0        | 843      | 1055     | 388      |
| Diacylglycerol | DG(38:4)                       | 5779     | 3150     | 6776     | 36691    | 46130    | 31468    | 57080    | 25798    | 86846    | 25467    | 9218     | 1138     |
| Fatty Acid     | Dodecanoic acid(12:0)          | 1031110  | 937600   | 783384   | 576272   | 780446   | 704198   | 742367   | 3881984  | 1670727  | 1946944  | 807211   | 1291053  |
| Fatty Acid     | 5-Dodecenate (12:1n7)          | 63564    | 74688    | 53172    | 71582    | 49642    | 59984    | 50102    | 46332    | 69941    | 65908    | 52244    | 36108    |
| Fatty Acid     | Myristic acid(14:0)            | 6691626  | 8742672  | 5173438  | 3228270  | 4780222  | 4831842  | 5330741  | 8031010  | 15611800 | 15955026 | 4459063  | 10961352 |

|                       |                                                   |           |           |           |          |          |           |           |           |           |           |          |          |
|-----------------------|---------------------------------------------------|-----------|-----------|-----------|----------|----------|-----------|-----------|-----------|-----------|-----------|----------|----------|
| Fatty Acid            | 2-Hydroxytetradecanoic acid(14: 0-OH)             | 71990     | 67926     | 77587     | 63265    | 76362    | 51953     | 25498     | 33425     | 91730     | 112132    | 32945    | 53923    |
| Fatty Acid            | Myristoleate (14:1n5)                             | 731041    | 803367    | 438960    | 263243   | 543798   | 433028    | 264008    | 336021    | 915848    | 624660    | 298566   | 608148   |
| Fatty Acid            | Pentadecanoate (15:0)                             | 216900    | 368367    | 197437    | 193204   | 208044   | 201830    | 150854    | 159261    | 347585    | 403592    | 147580   | 215480   |
| Fatty Acid            | Palmitate(16:0)                                   | 206782597 | 269896582 | 198773148 | #####    | #####    | 202858726 | 211360066 | 257027164 | 308433928 | 349242090 | #####    | #####    |
| Fatty Acid            | Palmitoleic acid (16:1)                           | 36998303  | 65886536  | 22814704  | 10961309 | 24255863 | 22412564  | 45441316  | 70685858  | 141667490 | 95202384  | 26989387 | 80335887 |
| Fatty Acid            | Heptadecanoic acid(17:0)                          | 2354758   | 2100988   | 2329138   | 960621   | 881330   | 1780102   | 2386591   | 3463362   | 6428523   | 9231116   | 1579053  | 5502472  |
| Fatty Acid            | Octadecanoic acid(18:0)                           | 62871678  | 95815874  | 90858236  | #####    | 70718909 | 134434086 | 112748814 | 101248048 | 65878038  | 66832373  | 94351777 | 49342022 |
| Fatty Acid            | Oleate (18:1n9)                                   | 2439506   | 2716652   | 2145406   | 1349582  | 1726749  | 1868268   | 1554431   | 2404618   | 4154280   | 4690437   | 1431545  | 3453014  |
| Fatty Acid            | Ricinoleic acid(18:1-OH)                          | 132646    | 149855    | 120720    | 166807   | 164067   | 177730    | 323990    | 342526    | 569454    | 439218    | 289238   | 295254   |
| Fatty Acid            | linoleate(18:2n6)                                 | 173108692 | 188273214 | 152917176 | #####    | #####    | 129167968 | 121576171 | 177171163 | 255168001 | 276653552 | #####    | #####    |
| Fatty Acid            | Linolenic acid(18:3)                              | 9773934   | 23728840  | 6779744   | 3107017  | 6664906  | 6100091   | 7787080   | 14139526  | 28586124  | 21829052  | 4205966  | 16493122 |
| Fatty Acid            | Stearidonic acid (18:4)                           | 974334    | 2011874   | 571520    | 294140   | 606488   | 564758    | 1091613   | 1876939   | 5143264   | 4247278   | 884698   | 3551000  |
| Fatty Acid            | Eicosenoic acid (20:1)                            | 3836650   | 1662429   | 3657352   | 1635512  | 2719421  | 2327142   | 2550610   | 2347934   | 1519874   | 2420569   | 1608762  | 1748507  |
| Fatty Acid            | Eicosadienoic acid (20:2)                         | 3019646   | 2170967   | 2973664   | 1571384  | 1821420  | 1783456   | 3261100   | 5995832   | 11659270  | 21501402  | 3201022  | 11778914 |
| Fatty Acid            | Dihomo-linolenate (20:3n6)                        | 4981649   | 5165394   | 4900756   | 3446450  | 4683447  | 3261884   | 3189652   | 6923204   | 11014112  | 19553901  | 3245276  | 11780730 |
| Fatty Acid            | Arachidonate (20:4)                               | 58121678  | 43982532  | 48718048  | 48316426 | 53205502 | 32009486  | 38147965  | 62753460  | 92257667  | 111152466 | 54370862 | 80700296 |
| Fatty Acid            | Eicosapentaenoic acid(22:5 n3)                    | 11973520  | 26753854  | 10155856  | 4796376  | 8131484  | 6229532   | 6261192   | 12161061  | 19073047  | 13185170  | 1984482  | 9702012  |
| Fatty Acid            | Erucic acid(22:1)                                 | 172       | 98        | 304       | 366      | 566      | 208       | 180       | 178       | 485       | 191       | 164      | 119      |
| Fatty Acid            | Docosatrienoic(22:3)                              | 45080     | 36296     | 43537     | 20454    | 29008    | 29188     | 43886     | 94675     | 114482    | 277854    | 41866    | 136658   |
| Fatty Acid            | Adrenate (22:4n6)                                 | 1902598   | 1391900   | 2116610   | 1514268  | 2090412  | 1238188   | 2277608   | 5275424   | 8054188   | 15183650  | 3235374  | 8498164  |
| Fatty Acid            | Docosahexaenoic acid(22:6-4,7,10,13,16,19)        | 66156898  | 56097094  | 66258799  | 50869751 | 58129380 | 39113974  | 21154316  | 4102692   | 50499194  | 72729799  | 31576549 | 46959814 |
| Lyso PC               | 1-Myristoylglycerophosphocholine(14:0)            | 1932      | 1246      | 1634      | 1860     | 1600     | 1356      | 804       | 766       | 1008      | 1748      | 1032     | 2589     |
| Lyso PC               | 1-Eicosapentaenoyl-glycero-3-phosphocholine(20:5) | 30        | 20        | 15        | 16       | 13       | 30        | 18        | 18        | 0         | 14        | 27       | 12       |
| Lyso PC               | 1-Linoleoylglycerophosphocholine(18:2)            | 21        | 25        | 46        | 90       | 80       | 85        | 38        | 42        | 82        | 126       | 52       | 178      |
| Lyso PE               | Lyso PE(18:0)                                     | 740       | 661       | 1230      | 4834     | 4205     | 3608      | 5726      | 1758      | 2502      | 1884      | 1386     | 1790     |
| Phosphatidyl glycerol | PQ(18:1)                                          | 266       | 232       | 438       | 1166     | 1335     | 754       | 919       | 718       | 1804      | 580       | 486      | 362      |
| Phosphatidyl inositol | PI(18:1)                                          | 2830      | 1386      | 2820      | 8968     | 14154    | 8686      | 2854      | 1630      | 3890      | 1584      | 1277     | 1024     |
| Phosphatidylcholine   | PC(C16:2,0)                                       | 3615      | 3326      | 4470      | 18588    | 22884    | 17724     | 41296     | 14802     | 18752     | 12748     | 8840     | 7612     |
| Phosphatidylcholine   | PC(28:0)                                          | 47        | 25        | 51        | 210      | 280      | 238       | 252       | 93        | 223       | 81        | 0        | 0        |
| Phosphatidylcholine   | PC(30:0)                                          | 801       | 577       | 927       | 3412     | 4869     | 3720      | 3423      | 1513      | 2088      | 1426      | 1138     | 457      |
| Phosphatidylcholine   | PC(32:0)                                          | 24856     | 16958     | 29430     | 104758   | 132069   | 108271    | 118172    | 47042     | 68522     | 47204     | 34578    | 11372    |

|                          |          |        |        |        |        |        |        |         |        |        |        |        |        |
|--------------------------|----------|--------|--------|--------|--------|--------|--------|---------|--------|--------|--------|--------|--------|
| Phosphatidylcholine      | PC(32:1) | 16842  | 11178  | 11702  | 46802  | 94848  | 69292  | 80776   | 24679  | 59836  | 22888  | 13864  | 4762   |
| Phosphatidylcholine      | PC(34:1) | 208902 | 126249 | 213588 | 593818 | 621625 | 627856 | 761173  | 357858 | 450346 | 329302 | 299903 | 132262 |
| Phosphatidylcholine      | PC(34:2) | 354525 | 297611 | 367126 | 965286 | 961678 | 980074 | 1005049 | 496682 | 621910 | 428037 | 458803 | 259566 |
| Phosphatidylcholine      | PC(34:3) | 11562  | 7231   | 9675   | 30078  | 40873  | 36990  | 69031   | 27756  | 61964  | 29984  | 19765  | 7774   |
| Phosphatidylcholine      | PC(36:0) | 130    | 83     | 158    | 573    | 1134   | 712    | 1584    | 466    | 1628   | 508    | 220    | 81     |
| Phosphatidylcholine      | PC(36:1) | 28167  | 9262   | 23532  | 101476 | 212464 | 136006 | 194575  | 59424  | 164810 | 74095  | 29498  | 9631   |
| Phosphatidylcholine      | PC(36:2) | 262457 | 148372 | 280130 | 770127 | 843912 | 788334 | 729959  | 329820 | 485761 | 307252 | 218325 | 84928  |
| Phosphatidylcholine      | PC(36:3) | 141148 | 55021  | 129720 | 417824 | 527998 | 371397 | 392554  | 152148 | 295652 | 140276 | 77117  | 35123  |
| Phosphatidylcholine      | PC(36:3) | 2846   | 1249   | 2028   | 8139   | 13990  | 9960   | 17148   | 6148   | 16784  | 5760   | 3048   | 1087   |
| Phosphatidylcholine      | PC(36:4) | 1971   | 0      | 0      | 6978   | 10186  | 5541   | 6598    | 2285   | 7458   | 2974   | 1540   | 6968   |
| Phosphatidylcholine      | PC(36:4) | 198040 | 140270 | 214078 | 588840 | 602053 | 598181 | 678082  | 458462 | 496558 | 334232 | 332471 | 145775 |
| Phosphatidylcholine      | PC(36:5) | 25409  | 27324  | 30427  | 60396  | 40707  | 57746  | 52594   | 32224  | 23144  | 26784  | 40114  | 27301  |
| Phosphatidylcholine      | PC(36:5) | 6034   | 4570   | 8322   | 31274  | 56200  | 26780  | 19358   | 5706   | 21844  | 5662   | 2442   | 928    |
| Phosphatidylcholine      | PC(38:2) | 2344   | 972    | 2220   | 9643   | 16746  | 7167   | 13372   | 4092   | 12583  | 3946   | 1738   | 470    |
| Phosphatidylcholine      | PC(38:3) | 8020   | 4825   | 6678   | 34264  | 69688  | 39620  | 95190   | 31101  | 62200  | 21095  | 8362   | 2661   |
| Phosphatidylcholine      | PC(38:4) | 1564   | 456    | 884    | 10848  | 18814  | 9805   | 39028   | 11100  | 28275  | 11230  | 2933   | 1008   |
| Phosphatidylcholine      | PC(38:4) | 3073   | 2275   | 3191   | 8144   | 6702   | 7556   | 28022   | 4714   | 4958   | 3638   | 3807   | 1864   |
| Phosphatidylcholine      | PC(38:5) | 41981  | 22227  | 38530  | 158128 | 209600 | 143496 | 329194  | 126090 | 213479 | 119068 | 68136  | 26477  |
| Phosphatidylcholine      | PE(38:6) | 33     | 0      | 43     | 160    | 275    | 132    | 326     | 172    | 509    | 65     | 55     | 0      |
| Phosphatidylcholine      | PC(38:6) | 8670   | 5782   | 12456  | 54585  | 90795  | 43054  | 121548  | 37190  | 94678  | 27382  | 10096  | 3586   |
| Phosphatidylcholine      | PC(38:6) | 223772 | 169716 | 248915 | 630882 | 642995 | 640672 | 832124  | 415448 | 488908 | 316886 | 301748 | 110544 |
| Phosphatidylcholine      | PC(40:4) | 348    | 166    | 461    | 2147   | 3926   | 2235   | 7522    | 2076   | 7234   | 2574   | 1020   | 346    |
| Phosphatidylcholine      | PC(40:4) | 88     | 76     | 118    | 340    | 541    | 349    | 753     | 342    | 732    | 278    | 119    | 35     |
| Phosphatidylcholine      | PC(40:5) | 499    | 0      | 0      | 1896   | 2636   | 2088   | 18264   | 6211   | 14374  | 8676   | 3406   | 1118   |
| Phosphatidylcholine      | PC(40:5) | 3187   | 1730   | 2991   | 12502  | 17650  | 11970  | 13867   | 4962   | 9864   | 5619   | 3358   | 1148   |
| Phosphatidylcholine      | PC(40:6) | 88522  | 43661  | 82069  | 288044 | 403735 | 339203 | 475701  | 195226 | 298960 | 152543 | 94008  | 23526  |
| Phosphatidylcholine      | PC(40:7) | 510    | 266    | 580    | 2866   | 3857   | 2149   | 3280    | 1025   | 2232   | 752    | 386    | 156    |
| Phosphatidylcholine      | PC(40:7) | 23968  | 13209  | 21766  | 97068  | 124364 | 80452  | 175538  | 65750  | 125051 | 51970  | 29294  | 8819   |
| Phosphatidylcholine      | PC(40:8) | 152    | 156    | 190    | 556    | 494    | 598    | 2396    | 1130   | 1170   | 1056   | 961    | 470    |
| Phosphatidylcholine      | PC(48:2) | 215    | 87     | 108    | 446    | 556    | 340    | 236     | 178    | 552    | 206    | 151    | 36     |
| Phosphatidylethanolamine | PE(32:2) | 100    | 44     | 80     | 216    | 349    | 258    | 198     | 93     | 193    | 60     | 0      | 0      |
| Phosphatidylethanolamine | PE(34:0) | 66     | 48     | 82     | 253    | 433    | 358    | 632     | 220    | 360    | 184    | 98     | 39     |

|                          |                                        |        |        |        |        |        |        |        |        |        |        |        |       |
|--------------------------|----------------------------------------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|-------|
| Phosphatidylethanolamine | PE(34:1)                               | 1842   | 1200   | 2050   | 5438   | 8312   | 7348   | 11132  | 3769   | 7468   | 4584   | 2776   | 1302  |
| Phosphatidylethanolamine | PE(34:2)                               | 39152  | 24798  | 37610  | 109444 | 135792 | 121158 | 112396 | 46512  | 86358  | 45011  | 30068  | 11660 |
| Phosphatidylethanolamine | PE(34:3)                               | 1953   | 1040   | 1320   | 4893   | 8100   | 5598   | 3571   | 1323   | 3790   | 1010   | 685    | 294   |
| Phosphatidylethanolamine | PE(36:0)                               | 23     | 25     | 32     | 84     | 112    | 98     | 160    | 64     | 109    | 63     | 37     | 0     |
| Phosphatidylethanolamine | PE(36:2)                               | 56192  | 23894  | 53884  | 150851 | 199440 | 170926 | 124713 | 48221  | 101672 | 57208  | 30375  | 11976 |
| Phosphatidylethanolamine | PE(36:4)                               | 26947  | 17681  | 28386  | 88770  | 87624  | 83190  | 120692 | 58962  | 75366  | 45811  | 33530  | 13628 |
| Phosphatidylethanolamine | PE(38:4)                               | 71452  | 50396  | 85214  | 209650 | 215552 | 223285 | 315043 | 153649 | 188026 | 124172 | 110822 | 48548 |
| Phosphatidylethanolamine | PE(40:6)                               | 60346  | 33750  | 65899  | 200679 | 250679 | 221775 | 293284 | 133692 | 206835 | 110539 | 62936  | 17758 |
| Prostaglandins           | Prostaglandin E2                       | 12     | 24     | 21     | 0      | 0      | 31     | 46     | 26     | 31     | 24     | 42     | 16    |
| Prostaglandins           | Prostaglandin B2                       | 32     | 29     | 20     | 24     | 14     | 52     | 64     | 36     | 42     | 16     | 32     | 12    |
| Prostaglandins           | Prostaglandin I2                       | 768    | 826    | 742    | 923    | 784    | 905    | 1232   | 772    | 770    | 596    | 1094   | 814   |
| Sphingolipids            | SM(d18:1/16:0)                         | 9722   | 7816   | 11182  | 49386  | 63532  | 46894  | 71764  | 30386  | 37528  | 25808  | 21778  | 10103 |
| Steroids                 | Cholesterol sulfate                    | 334    | 294    | 338    | 710    | 829    | 670    | 1215   | 790    | 1138   | 650    | 570    | 423   |
| Steroids                 | Estrinol                               | 28     | 28     | 38     | 34     | 46     | 25     | 44     | 16     | 28     | 28     | 60     | 26    |
| Sterol metabolism        | CE(16:0)                               | 26315  | 8523   | 30334  | 59835  | 75320  | 57814  | 88830  | 61956  | 114111 | 52972  | 36998  | 5309  |
| Sterol metabolism        | CE(17:0)                               | 212    | 67     | 242    | 578    | 518    | 509    | 710    | 492    | 1248   | 499    | 280    | 29    |
| Sterol metabolism        | CE(18:0)                               | 518    | 149    | 754    | 1256   | 1764   | 1396   | 1988   | 1652   | 4159   | 1936   | 938    | 118   |
| Sterol metabolism        | 11beta-Hydroxyandrost-4-ene-3,17-dione | 35     | 22     | 36     | 36     | 32     | 48     | 20     | 0      | 0      | 15     | 0      | 7     |
| Triacylglycerol          | TG(58:10)                              | 75664  | 32220  | 100321 | 254378 | 231422 | 177018 | 20752  | 25662  | 46097  | 23979  | 14892  | 0     |
| Triacylglycerol          | TG(46:3)                               | 606    | 318    | 274    | 940    | 1250   | 1083   | 482    | 382    | 1086   | 339    | 261    | 522   |
| Triacylglycerol          | TG(52:6)                               | 72874  | 62981  | 32419  | 114798 | 173869 | 157206 | 116704 | 116048 | 220346 | 61954  | 56878  | 6781  |
| Triacylglycerol          | TG(44:1)                               | 5634   | 3204   | 2282   | 7366   | 11840  | 13302  | 4494   | 3483   | 10558  | 5049   | 3515   | 652   |
| Triacylglycerol          | TG(58:10)                              | 5408   | 2770   | 7128   | 18674  | 21636  | 16092  | 13042  | 15266  | 23259  | 10203  | 7730   | 1042  |
| Triacylglycerol          | TG(54:7)                               | 64409  | 93090  | 53232  | 172709 | 170216 | 185384 | 132066 | 118124 | 131180 | 46286  | 45936  | 3652  |
| Triacylglycerol          | TG(48:3)                               | 72594  | 47815  | 51172  | 138194 | 155229 | 160802 | 68848  | 48287  | 93814  | 65550  | 57440  | 7370  |
| Triacylglycerol          | TG(50:4)                               | 133952 | 113224 | 105246 | 269564 | 286759 | 294383 | 191812 | 134952 | 208193 | 110748 | 120730 | 24246 |
| Triacylglycerol          | TG(52:5)                               | 168127 | 149068 | 135960 | 338250 | 348200 | 333892 | 252470 | 192236 | 276490 | 131766 | 148670 | 40470 |
| Triacylglycerol          | TG(52:6)                               | 2728   | 2660   | 3036   | 10070  | 10214  | 11864  | 6544   | 5498   | 6490   | 4917   | 4583   | 998   |
| Triacylglycerol          | TG(54:6)                               | 273980 | 163360 | 238566 | 550214 | 571132 | 511906 | 254632 | 191137 | 320700 | 210230 | 206336 | 53204 |
| Triacylglycerol          | TG(58:9)                               | 50566  | 22172  | 70683  | 171034 | 143202 | 119397 | 29997  | 29048  | 36778  | 30018  | 22792  | 5186  |
| Triacylglycerol          | TG(56:8)                               | 74946  | 78904  | 89774  | 259388 | 231374 | 228100 | 138292 | 125032 | 121924 | 71543  | 72471  | 17082 |
| Triacylglycerol          | TG(51:4)                               | 31441  | 18177  | 20190  | 59105  | 67141  | 49071  | 20634  | 16203  | 27766  | 13075  | 10668  | 2182  |

|                 |          |        |        |        |        |        |        |        |        |        |        |        |        |
|-----------------|----------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|
| Triacylglycerol | TG(56:7) | 118737 | 76100  | 104582 | 289831 | 296080 | 249059 | 162309 | 134336 | 192534 | 116096 | 101835 | 21043  |
| Triacylglycerol | TG(54:6) | 87140  | 90488  | 77246  | 219179 | 226891 | 224478 | 303346 | 236530 | 260352 | 126156 | 134866 | 26192  |
| Triacylglycerol | TG(58:8) | 24890  | 10124  | 27363  | 75188  | 71167  | 49568  | 12960  | 14752  | 20042  | 13656  | 10952  | 1764   |
| Triacylglycerol | TG(52:5) | 1704   | 1944   | 1647   | 5531   | 5078   | 5922   | 3102   | 2525   | 0      | 1530   | 1208   | 0      |
| Triacylglycerol | TG(56:8) | 497    | 216    | 890    | 1204   | 1071   | 914    | 374    | 369    | 467    | 188    | 144    | 42     |
| Triacylglycerol | TG(58:9) | 370    | 82     | 630    | 698    | 626    | 454    | 0      | 0      | 0      | 0      | 0      | 0      |
| Triacylglycerol | TG(48:2) | 59118  | 52084  | 51333  | 135314 | 139852 | 162770 | 88352  | 54823  | 67084  | 57752  | 63041  | 16484  |
| Triacylglycerol | TG(50:3) | 153530 | 163803 | 128066 | 341024 | 355584 | 386891 | 340390 | 205680 | 246292 | 148862 | 197683 | 72528  |
| Triacylglycerol | TG(54:5) | 271940 | 148994 | 265258 | 574870 | 557192 | 517550 | 311375 | 214278 | 316290 | 229458 | 243588 | 103914 |
| Triacylglycerol | TG(58:8) | 21150  | 9135   | 30136  | 74309  | 67758  | 56721  | 16458  | 14969  | 18124  | 16318  | 11940  | 3937   |
| Triacylglycerol | TG(56:7) | 39457  | 36410  | 43702  | 130456 | 125419 | 120136 | 91645  | 77787  | 82054  | 54648  | 57790  | 18507  |
| Triacylglycerol | TG(52:4) | 364148 | 365880 | 310602 | 810125 | 793981 | 829310 | 952768 | 625064 | 765335 | 421620 | 546814 | 223813 |
| Triacylglycerol | TG(48:1) | 74     | 66     | 62     | 191    | 152    | 288    | 136    | 0      | 126    | 98     | 144    | 120    |
| Triacylglycerol | TG(51:3) | 63076  | 41128  | 38965  | 119682 | 132688 | 109168 | 71468  | 56086  | 75900  | 37118  | 36280  | 6860   |
| Triacylglycerol | TG(58:7) | 19916  | 7518   | 19461  | 56835  | 67169  | 36792  | 18720  | 21296  | 30672  | 20898  | 15212  | 2694   |
| Triacylglycerol | TG(56:6) | 81118  | 55868  | 69106  | 214984 | 234887 | 187720 | 205682 | 183810 | 235516 | 135090 | 120382 | 23196  |
| Triacylglycerol | TG(54:5) | 58072  | 46872  | 44532  | 145525 | 165596 | 152044 | 217258 | 168380 | 194188 | 105266 | 110126 | 21853  |
| Triacylglycerol | TG(52:4) | 7142   | 6198   | 5816   | 21423  | 23073  | 25266  | 15806  | 11372  | 12855  | 10160  | 9355   | 1940   |
| Triacylglycerol | TG(50:2) | 147324 | 148364 | 123232 | 343890 | 367928 | 421794 | 298365 | 179625 | 207079 | 136125 | 173546 | 72026  |
| Triacylglycerol | TG(48:1) | 22342  | 21541  | 20122  | 58925  | 60728  | 78340  | 34972  | 19394  | 19924  | 22072  | 25551  | 8822   |
| Triacylglycerol | TG(52:3) | 359540 | 346013 | 315865 | 826612 | 802370 | 836046 | 928726 | 602754 | 744418 | 415305 | 534220 | 268435 |
| Triacylglycerol | TG(54:4) | 260117 | 131148 | 243290 | 539590 | 524804 | 488054 | 314136 | 223017 | 339227 | 236856 | 239571 | 109473 |
| Triacylglycerol | TG(56:5) | 48240  | 18068  | 50096  | 116336 | 130815 | 82676  | 69388  | 79306  | 113507 | 53232  | 31505  | 8056   |
| Triacylglycerol | TG(56:6) | 4751   | 3399   | 5064   | 17692  | 22408  | 23667  | 6276   | 6116   | 11624  | 9262   | 7140   | 1272   |
| Triacylglycerol | TG(58:7) | 8563   | 4218   | 10282  | 30770  | 34208  | 25214  | 6682   | 7468   | 12883  | 7550   | 5620   | 1400   |
| Triacylglycerol | TG(58:6) | 10563  | 4046   | 10034  | 30094  | 39993  | 23092  | 14694  | 19351  | 34720  | 16260  | 10768  | 1790   |
| Triacylglycerol | TG(46:0) | 26     | 73     | 62     | 116    | 100    | 110    | 106    | 40     | 0      | 40     | 72     | 100    |
| Triacylglycerol | TG(53:3) | 83848  | 32126  | 51031  | 153320 | 187575 | 125940 | 78270  | 74706  | 144397 | 59876  | 46066  | 7382   |
| Triacylglycerol | TG(54:4) | 10120  | 6088   | 7805   | 32630  | 40476  | 31214  | 26271  | 29936  | 28877  | 16177  | 10138  | 1450   |
| Triacylglycerol | TG(56:5) | 22896  | 16099  | 18398  | 71768  | 85534  | 58430  | 68331  | 72488  | 100902 | 47665  | 47392  | 4856   |
| Triacylglycerol | TG(52:2) | 255338 | 246714 | 219498 | 591782 | 599934 | 639286 | 769744 | 518920 | 640470 | 352098 | 436038 | 202153 |
| Triacylglycerol | TG(48:0) | 2095   | 1826   | 2258   | 7324   | 7630   | 10792  | 2517   | 1298   | 1158   | 1712   | 1810   | 1054   |

|                 |          |        |        |        |        |        |        |        |        |        |        |        |       |
|-----------------|----------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|-------|
| Triacylglycerol | TG(50:1) | 68260  | 57312  | 62670  | 173712 | 185434 | 218432 | 98046  | 57767  | 73247  | 98892  | 66866  | 32554 |
| Triacylglycerol | TG(54:3) | 214810 | 107915 | 189758 | 435424 | 443644 | 395965 | 273222 | 198886 | 317300 | 202868 | 202063 | 85416 |
| Triacylglycerol | TG(56:4) | 48796  | 15978  | 56176  | 108912 | 118584 | 66966  | 25116  | 27246  | 47129  | 22346  | 18321  | 5980  |
| Triacylglycerol | TG(51:1) | 15163  | 4122   | 7298   | 26832  | 48532  | 31766  | 13038  | 14730  | 40076  | 14476  | 8042   | 948   |
| Triacylglycerol | TG(53:2) | 41754  | 10718  | 21815  | 71136  | 115201 | 64391  | 41710  | 50050  | 132385 | 37278  | 22413  | 3302  |
| Triacylglycerol | TG(58:5) | 1064   | 534    | 1000   | 3506   | 5545   | 2410   | 1276   | 1808   | 6066   | 1443   | 858    | 141   |
| Triacylglycerol | TG(56:4) | 1112   | 610    | 1132   | 3880   | 6560   | 4388   | 2336   | 3150   | 11616  | 3970   | 1785   | 275   |
| Triacylglycerol | TG(52:1) | 48162  | 27098  | 36788  | 107770 | 139660 | 153117 | 101154 | 88696  | 127328 | 84496  | 71110  | 13180 |
| Triacylglycerol | TG(56:3) | 61755  | 15682  | 54207  | 106572 | 141492 | 73949  | 33606  | 36820  | 76026  | 26680  | 21026  | 3791  |
| Triacylglycerol | TG(54:2) | 112683 | 47708  | 87781  | 213176 | 274305 | 213807 | 165876 | 158363 | 245088 | 120647 | 97836  | 19380 |
| Triacylglycerol | TG(50:0) | 2287   | 1530   | 2260   | 8025   | 10061  | 13172  | 5058   | 4334   | 5738   | 5274   | 3617   | 801   |
| Triacylglycerol | TG(58:4) | 6467   | 1488   | 7637   | 13460  | 17982  | 7956   | 1876   | 2422   | 4873   | 1940   | 1557   | 0     |
| Triacylglycerol | TG(53:1) | 3625   | 782    | 2436   | 7015   | 13396  | 7361   | 2397   | 2461   | 9532   | 3138   | 1559   | 257   |
| Triacylglycerol | TG(51:0) | 302    | 114    | 272    | 854    | 1328   | 975    | 336    | 314    | 792    | 391    | 252    | 66    |
| Triacylglycerol | TG(56:2) | 12488  | 2666   | 9623   | 16955  | 37538  | 16928  | 9182   | 14380  | 39291  | 8430   | 4564   | 694   |
| Triacylglycerol | TG(58:3) | 6555   | 1154   | 6000   | 9993   | 20990  | 8200   | 1878   | 2774   | 10686  | 2359   | 1313   | 221   |
| Triacylglycerol | TG(54:1) | 6985   | 2116   | 5474   | 11027  | 25374  | 15822  | 13282  | 20190  | 42699  | 11676  | 5816   | 818   |

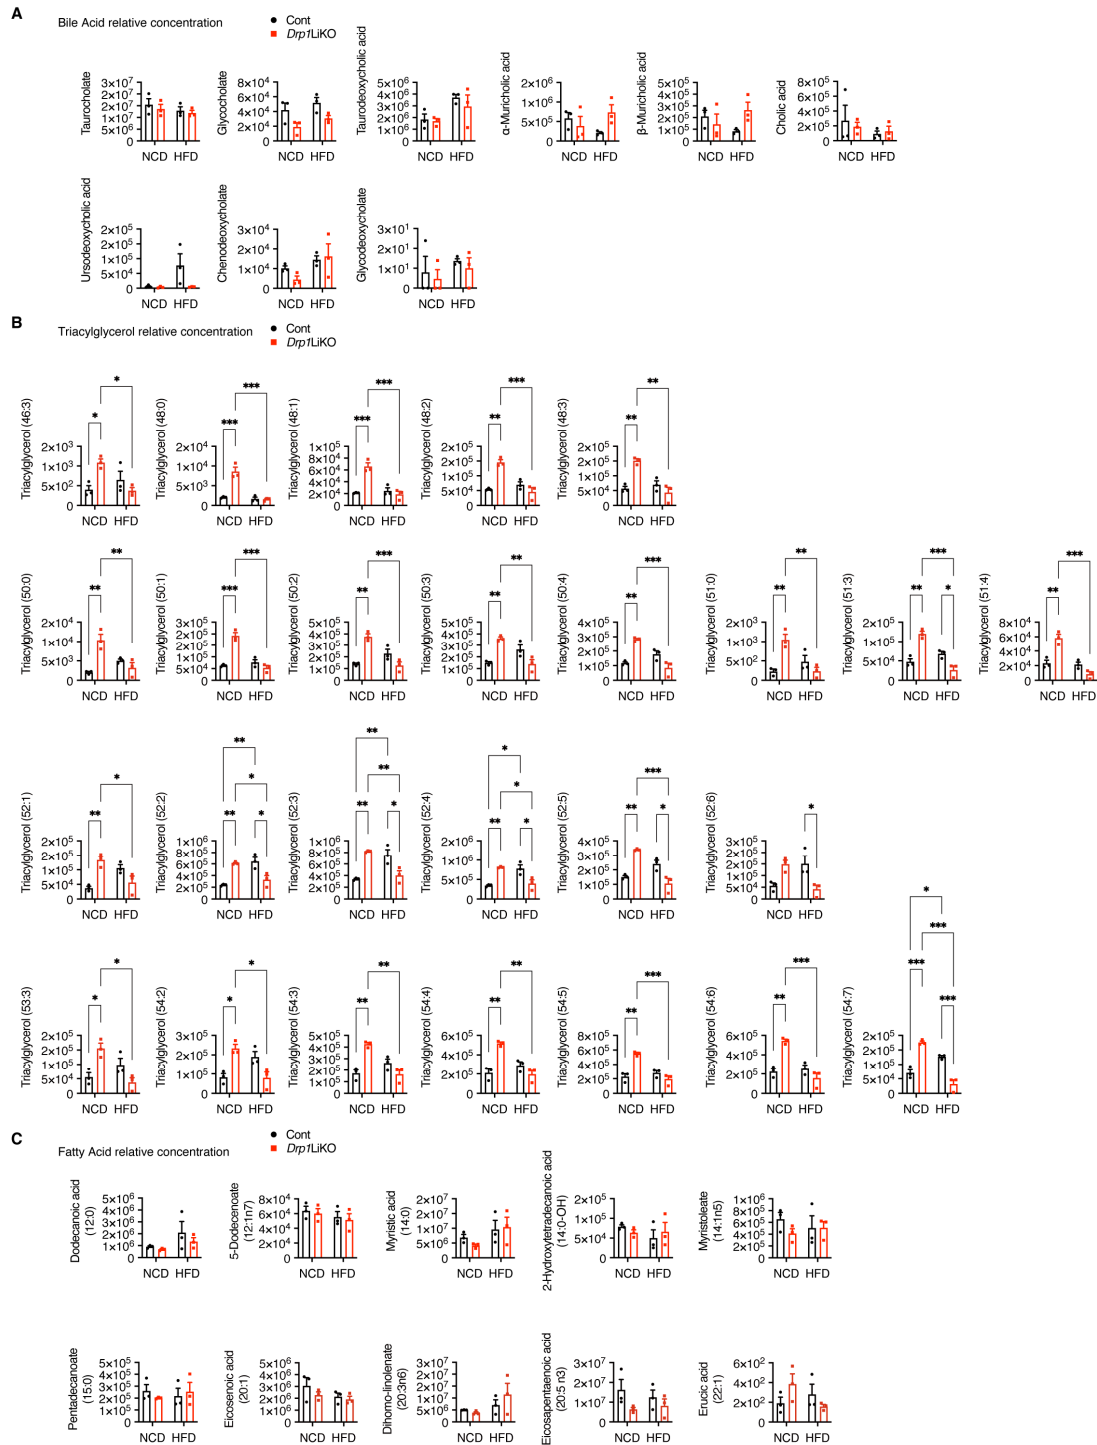

Supplementary Figure 1

**Supplementary Figure S1. Identified fatty acid metabolic pathways in HFD-*Drp1*LiKO mice.** Relative concentrations of bile acid (A), triacylglycerol (B), and free fatty acid (C) in the livers of control and *Drp1*LiKO mice. The quantities of triacylglycerol and free fatty acids are categorized by total carbon

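The bile acid, triacylglycerol (TAG) and free fatty acid panels draw on the paper's Supplementary Table S3, which lists relative concentrations of 173 lipid species in 15 classes from LC-MS of fasted livers, with 3 Cont and 3 Drp1LiKO mice on each diet. These are the paper's own values and not array data, and the sums and tests given here were computed from that table. In the table, 9 values of 3 fatty acids are not readable because the cells show only fill characters: 4 of palmitate, 4 of linoleate and 1 of octadecanoic acid. These 3 species were left out, and the sum of the other 21 of 24 fatty acids covers 30.7% of the fatty acid signal in Cont mice on NCD, where all values are readable, so it does not stand for the whole class. Class totals were compared within each diet by a two-sided exact permutation test, for which 3 mice against 3 cannot give a p below 0.1, and p-values were adjusted by the Benjamini-Hochberg method over 30 comparisons.

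The summed TAG signal (63 species) on the normal chow diet (NCD) was 3744070 ± 556609 (SD, n = 3) in Cont and 9810950 ± 350468 (SD, n = 3) in Drp1LiKO mice, a log2 ratio of 1.39 without overlap (exact permutation p = 0.1, adjusted p = 0.143). On HFD it was 6888190 ± 1151130 (SD, n = 3) and 3466060 ± 1650980 (SD, n = 3), a log2 ratio of -0.99 without overlap (exact permutation p = 0.1, adjusted p = 0.143). With each mouse left out in turn, the ratio stayed between 1.285 and 1.4996 on NCD and between -1.23 and -0.64 on HFD. The paper recalls an earlier study in which total liver TAG on HFD did not differ between the genotypes. The bile acid total (12 species) had a log2 ratio of -0.17 on NCD (exact permutation p = 0.7, adjusted p = 0.75) and of -0.12 on HFD (exact permutation p = 0.5, adjusted p = 0.6). Both bile acid ratios change sign when 1 mouse is left out. The sum of the 21 readable fatty acids was lower in Drp1LiKO mice on NCD, with a log2 ratio of -0.57 without overlap (exact permutation p = 0.1, adjusted p = 0.143), and its log2 ratio on HFD was 0.18 (exact permutation p = 0.8, adjusted p = 0.828), which also changes sign when 1 mouse is left out.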

atoms and the number of double bonds. Values expressed as mean  $\pm$  SEM.  $n = 3$ .  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ . Determined by two-way ANOVA with Tukey's multiple comparisons test.

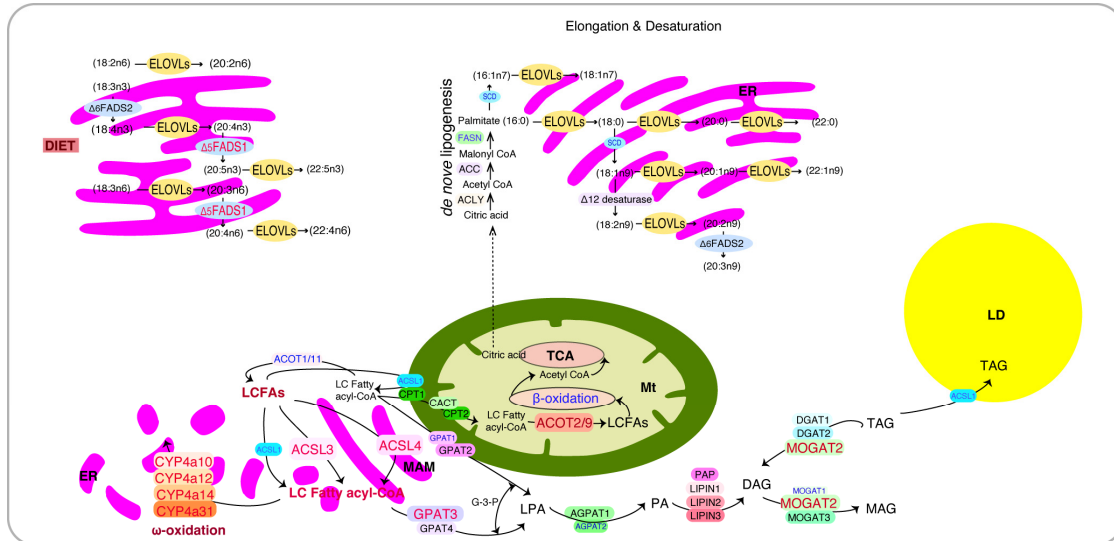

Supplementary Figure 2

**Supplementary Figure S2. Signaling pathway of differentially expressed lipid metabolism-associated genes in *Drp1LiKO* mice.** Several genes related to fatty acid biosynthesis and mitochondrial  $\beta$ -oxidation demonstrated reduced expression in HFD-*Drp1LiKO* mice. Genes encoding cytochrome P450, family 4, subfamily a (*Cyp4a*), which are vital enzymes involved in microsomal  $\omega$ -oxidation, exhibited elevated expression levels. Genes encoding ELOVL fatty acid elongase (*Elovl*), and fatty acid desaturase (*Fads*), which are involved in fatty acid transport, elongation, and desaturation, exhibited increased expression levels. The gene encoding stearoyl-coenzyme A desaturase (*Scd*), which regulates the desaturation of saturated fatty acids (SFAs) to monounsaturated fatty acids (MUFAs), exhibited decreased expression levels. Long-chain fatty acyl-CoA synthetases (*Acs1*) exhibiting different regulation patterns depending on their location. The expression levels of *Acs11* decreased, whereas those of *Acs13* and *Acs14* increased. Fatty acid acyl-CoA thioesterases (*Acots*), which hydrolyze long-chain fatty acyl-CoA into FFAs, also exhibited different regulation patterns. *Acot2* and *Acot9* localize to the mitochondrial

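The fatty acid biosynthesis list, fixed before the data were examined, has 11 genes, of which 10 were well above background on at least 1 array. Its median log2 difference (Drp1LiKO minus Cont) was -0.71 after fasting, at percentile 0.02 of the matched random lists, with 8 genes lower and 2 higher. After refeeding it was -0.19 at percentile 26.3, with 6 genes lower and 4 higher. The authors' quantile-normalized values moved the fasted median most, to -0.51. Members at least 2-fold lower after fasting include Thrsp (3.99-fold lower) and Srebf1 (-1.65, SE 0.23). Fasn was lower by less, at -0.97 (SE 0.26). After refeeding, those at least 2-fold lower include Thrsp (-1.32, SE 0.20) and Scd1. Acaca was 0.77 (SE 0.20) higher after refeeding by its brightest probe, but its 4 probes ranged from -1.46 to 0.77.

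The mitochondrial β-oxidation list has 18 genes, all well above background. After fasting, 14 were lower, with a median of -0.26 at percentile 62.4, which became 0.01 with quantile normalization. After refeeding, 18 of 18 were lower, with a median of -0.54, below all random lists. This median stayed negative under each scaling tried, from -0.54 to -0.38. Cpt1a was 0.24 (SE 0.20) after fasting and -0.57 (SE 0.20) after refeeding. The probes of Cpt2 and of Etfa went in different directions after fasting, from -0.47 to 0.26 and from -0.21 to 0.55, and those of Etfa also after refeeding, from -0.20 to 0.18.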

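Of the 8 Cyp4a genes on the array, 6 were well above background on at least 1 array. After fasting, 5 of the 6 were higher in the Drp1LiKO liver, with a family median of 0.21 at percentile 99.99 of the matched random lists, which quantile normalization moved to 0.62. The exception, Cyp4a10 (-0.05, SE 0.20), turned positive, to 0.36, with quantile normalization. Cyp4a31 (0.02, SE 0.20) turned negative with median scaling. Cyp4a12a (1.38, SE 0.20) and Cyp4a12b (1.39, SE 0.20), on chromosome 4, were the members at least 2-fold higher, and Cyp4a14 followed at 0.28 (SE 0.20). After refeeding, 6 of 6 were higher, but by little, with a median of 0.13 at percentile 99.02 (0.33 with quantile normalization) and a range from 0.04 to 0.26. By the probe used, none of the 6 refed differences reached 2 measurement SEs. The 3 probes of Cyp4a31 ranged from 0.02 to 1.24 after fasting and from 0.20 to 1.06 after refeeding. Those of Cyp4a10 ranged from -0.05 to 0.78 and from 0.16 to 0.70. The size of the refed rise in these genes thus depends on the probe, although the refed family median over probes was 0.12. Cyp4a12a and Cyp4a12b are close copies, and their probes may read the same transcripts.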

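Among 6 Elovl genes with a signal, 4 were higher after fasting and 3 after refeeding, with family medians of 0.16 and 0.22. Elovl7 was not well above background in the Cont livers and was higher by at least 1.67 on the log2 scale after fasting and at least 0.78 after refeeding. Elovl1 was higher in both states, at 0.20 (SE 0.20) and 0.54 (SE 0.20), as the only other member. Elovl5 was 0.41 (SE 0.20) after fasting and -0.11 (SE 0.20) after refeeding, where quantile normalization gave 0.03. Elovl6 was -0.39 (SE 0.20) after fasting and 0.57 (SE 0.20) after refeeding. Elovl2 had 0.11 (SE 0.20) and -0.25 (SE 0.20). Elovl3 was lower in both states, at -0.86 (SE 0.20) and -1.45 (SE 0.20), and Elovl4 was not well above background on any array.

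Of 4 Fads genes, 3 were higher after fasting and 2 after refeeding, with medians of 0.32 and 0.05, and no member changed 2-fold. Fads1 was 0.75 (SE 0.20) after fasting and -0.02 (SE 0.20) after refeeding, where median scaling turned it to 0.03. Fads2 was 0.31 (SE 0.20) and -0.22 (SE 0.20), and Fads3 was 0.33 (SE 0.22) and 0.93 (SE 0.22). Fads6 stayed within 1 measurement SE of 0 in both states.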

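Scd1 was lower in the Drp1LiKO liver, with a log2 difference of -0.72 (SE 0.20) after fasting and -2.13 (SE 0.20) after refeeding. Its signal fell from 3854% to 882% of the array's 75th percentile after refeeding. Scd2 was higher, at 0.95 (SE 0.24) after fasting and 0.38 (SE 0.22) after refeeding. Scd3 was -0.43 (SE 0.21) after fasting and 0.24 (SE 0.24) after refeeding by the probe used. Its other probe with a signal gave -2.08 after refeeding, so its refed direction depends on the probe, and the probes of these related genes may share signal. Scd4 was well above background in the fasted Drp1LiKO liver alone and near the limit there, so no fold is given.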

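Acsl1 had a log2 difference of -0.62 (SE 0.20) after fasting and of -1.59 (SE 0.20) after refeeding, and its 2 probes gave -0.62 to -0.56 and -1.79 to -1.59. The fall of Acsl1 on these single arrays differs from the paper's real-time PCR, which had replicates and found its mRNA unchanged. Acsl3 was 0.31 (SE 0.23) after fasting, within 2 measurement SEs of 0, and 0.90 (SE 0.26) after refeeding. Acsl4 was at least 2-fold higher in both states, at 1.68 (SE 0.20) and 1.57 (SE 0.20). These directions were the same under each alternative scaling and background correction. In the limma model over both feeding states, the genotype effect on Acsl4 was 1.62 with an adjusted p of 0.0751, and it was not called.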

matrix, whereas *Acot1* and *Acot11* localize to the cytosol. The expression levels of *Acot1* and *Acot11* decreased, whereas those of *Acot2* and *Acot9* increased.

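Acot1 differed by 0.03 (SE 0.20) after fasting, where median scaling turned it to -0.03, and by -2.38 (SE 0.20) after refeeding. Acot11 was -1.42 (SE 0.21) after fasting and -0.41 (SE 0.21) after refeeding. Acot2 was 2.47 (SE 0.23) after fasting and 0.17 (SE 0.31) after refeeding, where the normexp background turned it to -0.10. Acot9 was higher in both states, at 1.20 (SE 0.21) and 1.28 (SE 0.22). Acot1 and Acot2 are close copies next to each other on chromosome 12, and their probes may share signal. Across the 13 Acot genes, 7 were higher and 6 lower after fasting, and 4 were higher and 9 lower after refeeding.

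**Figure D1:**
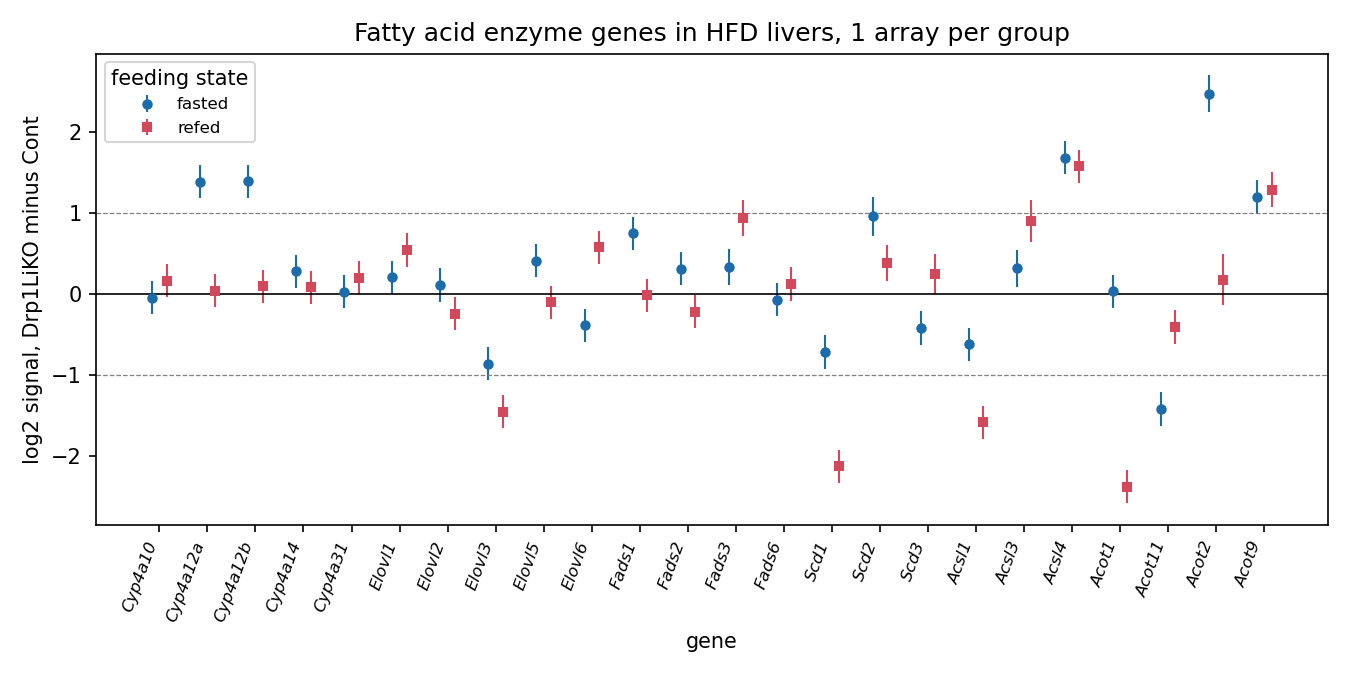
Log2 signal differences, Drp1LiKO minus Cont, of 24 selected genes of the Cyp4a, Elovl, Fads, Scd, Acsl and Acot families measured in both livers of each feeding state, for fasted (circles) and refed (squares) livers of HFD-fed mice with 1 array per group. Bars are the scanner's measurement SE, dashed lines mark a 2-fold difference, and Acsl4 and Acot9 lie above the upper line in both states, while Scd1, Elovl3, Acsl1 and Acot1 lie below the lower line after refeeding alone, whereas the directions of Cyp4a10, Cyp4a31, Acot1 (fasted) and of Elovl5, Fads1, Acot2, Scd3 (refed) change with the scaling, background correction or choice of probe.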

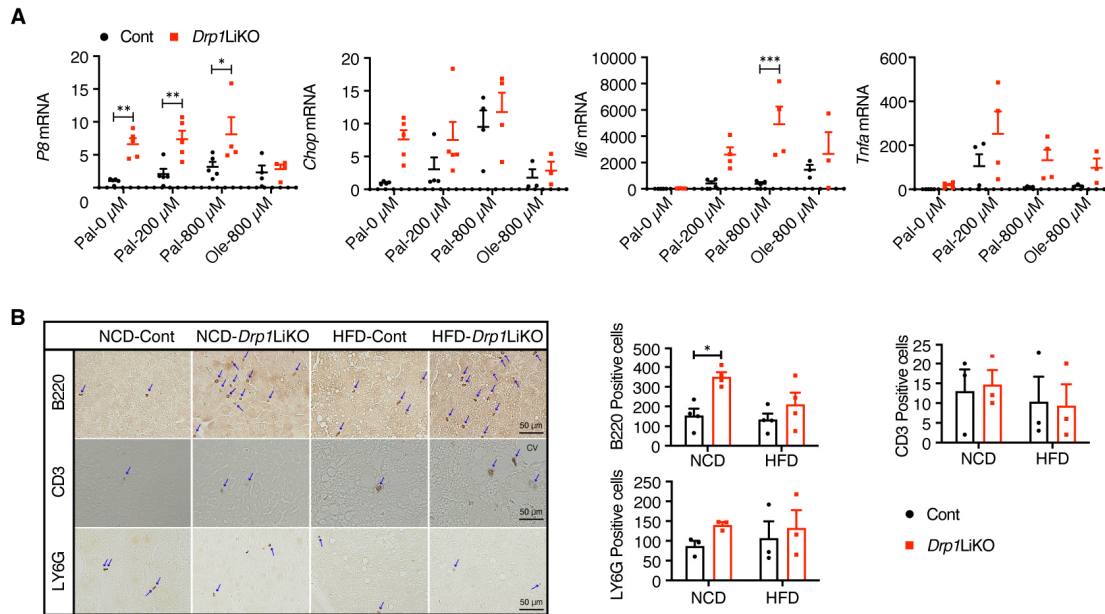

Supplementary Figure 3

### Supplementary Figure S3. Inflammatory response in control and *Drp1LiKO* primary hepatocytes and mouse livers.

(A) Primary hepatocytes isolated from control and *Drp1LiKO* mice were treated with PBS (referred to as palmitate-0  $\mu$ M), palmitate (200  $\mu$ M or 800  $\mu$ M), or oleate (800  $\mu$ M) for 24 h. Expression of ER stress marker genes (*P8* and *Chop*) and inflammatory cytokines (*Il6* and *Tnfa*) was determined by quantitative real-time PCR. Results are normalized to *Gapdh* expression and shown as fold-changes relative to gene expression in PBS-treated control cells. Values are expressed as mean  $\pm$  SEM ( $n = 3-5$ ). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  determined by two-way ANOVA with Sidak's post hoc test. (B) Representative images of CD3, Ly6G, and B220 staining in liver sections from either NCD or HFD fed control and *Drp1LiKO* mice. Scale bar = 50  $\mu$ m. Quantitative analysis of the number of CD3-, Ly6G-, and B220-positive cells was performed by counting cells in 15 high-power fields (20 $\times$ ) per slide from 3-4 mice per group. Values are expressed as mean  $\pm$  SEM ( $n = 3-4$ ). NS, no significant difference; \* $p < 0.05$  determined by two-way ANOVA with Tukey's post hoc test.

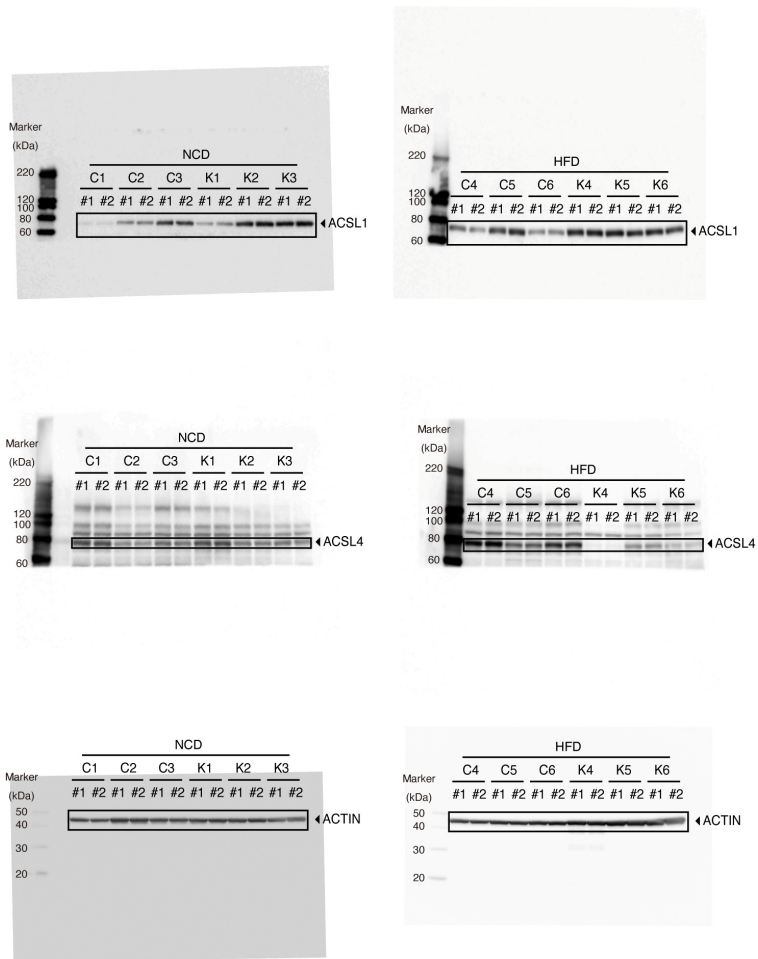

Supplementary Figure 4

**Supplementary Figure S4. Uncropped western blot images for Figure 1E.**

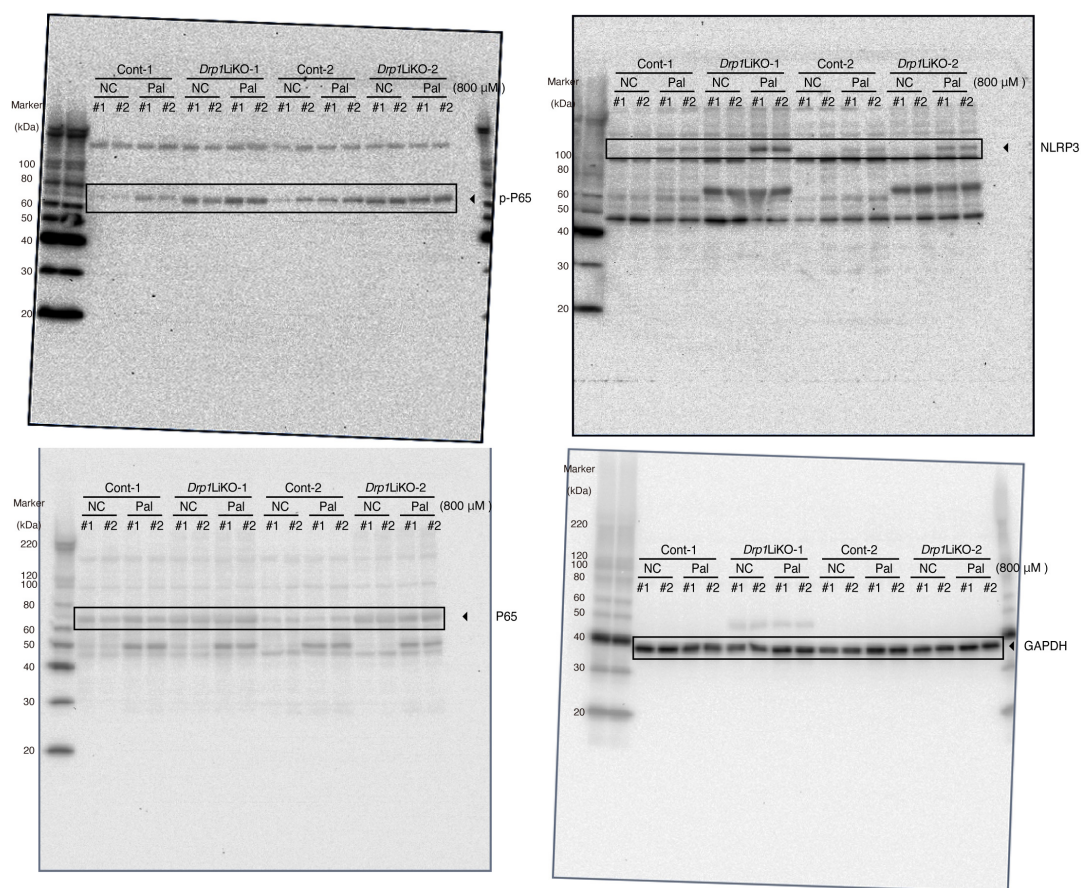

Supplementary Figure 5

**Supplementary Figure S5. Uncropped western blot images for Figure 5B.**

How the deposited data were processed for this re-analysis (not part of the article)

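The experiment measured liver RNA on 4 one-color Agilent arrays, 1 for each combination of genotype (Cont, Drp1LiKO) and feeding state (fasted, refed), all from mice on a high-fat diet. No condition has a second array. The labels carry replicate 1 only.

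The intensity values used are the processed signals in the scanner files as deposited by the authors: per the file headers, Feature Extraction subtracted the background within each array, and the values are linear and not normalized between arrays. Each array has 44397 spots, of which 43020 are gene spots, for 39429 probes. A set of 399 probes is printed 10 times, and the median SD of these repeated spots on the log2 scale lies between 0.0619 and 0.0706. The authors' matrix of normalized values was used as an alternative. It was recalculated as a quantile normalization of the linear signals, and it also holds 39429 probes.

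Signals were put on the log2 scale and set relative to the 75th percentile of their array, and repeated spots of a probe were averaged. Spots flagged as outliers by the scanner software were left out, which removed 37 probes. Probe names were updated by RefSeq accession: 26761 of 28389 accessions were matched to a gene of the GRCm38.p6 annotation, and 12668 probes keep the name in the file. Probe positions are those of the mm9 build in the scanner files. The probes represent 30439 genes or transcripts, of which 19846 have a gene name and 7056 have several probes. Where a gene has several probes, the one well above background on the most arrays was used, and among those the one with the highest mean signal.

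A gene was called changed at a difference of at least 2-fold if the brighter signal was well above background. With 1 array per condition, no p-value exists within a feeding state. The measurement SE was taken from the scanner's error model and does not include differences between animals. The only test on the arrays is an additive limma model with genotype and feeding state, called at a Benjamini-Hochberg adjusted p under 0.05, and it treats any interaction as error.

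Gene lists were summarized by the median log2 difference of the members well above background on at least 1 array. Each median was placed among 10000 random lists, whose members were drawn from the 200 genes nearest in mean signal. Of 35 lists fixed before the data were examined, 44 families by gene symbol and 27 Reactome sets, 100 had at least 3 usable members. Outside the middle 95% of random lists were 49 of the 100 after fasting and 44 after refeeding, so a position outside that range is common on these arrays, and members of a list are not independent of each other. Genes named in the text come from the paper, from the lists, or from the 5 largest differences in each direction among genes measured on all 4 arrays and changed the same way in both feeding states.

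The alternatives were scaling to the median, quantile normalization, normexp background correction with an offset of 50, the authors' normalized values, the median over all probes of a gene, other filters for dim probes, a 1.5-fold threshold, an intensity-dependent Z score over the 500 nearest genes, and for limma a model without feeding state and one with an intensity trend. Reading the dim side of a pair at its bound, and setting one detection floor for all arrays, were added after the data had been seen.

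The procedure was tested on simulated data with 200 genes changed 8-fold among 16744. The 2-fold rule recovered 200 of them and also called 527 unchanged genes. In a second simulation limma recovered 180 of 200 genes changed 8-fold and 1 of 200 changed 2-fold, and called 9 unchanged genes.

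Lipid values come from the paper's Supplementary Table S3. Class totals were compared with exact permutation tests over all 20 splits of 6 mice.

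Left out were the KEGG enrichment, because the gene sets were not available, and the experiments without values in the files, among them the images, the blots and the cell experiments. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.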

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

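Of the tests in this part, those on skeletal muscle tissue, on the share of hepatocyte RNA, on sex and on collection hours were fixed before the values were seen, and all others were chosen after seeing the result. Of these, the detection-limit test was reworded after its first wording left the outcome undecided, the fat tissue test was changed to Fabp4 and the ER chaperone test was narrowed to the fasted livers, each with the values already in view. The interferon test was divided by feeding state, and the conditions for the receptor test and the test of opposite calls were tightened, at a later stage and also with the values in view. The outcome of the muscle test was set to undecided although its fixed median rule was met. All differences are Drp1LiKO minus Cont with 1 array per group, and differences within a feeding state were not tested.

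Skeletal muscle genes were far lower in the fasted Drp1LiKO liver, with a median log2 difference of -5.05 over 13 genes with a signal, or -3.64 with dim signals read at their bounds. The Cont fasted array carries this difference: 8 of 18 muscle genes were well above background there and on no other array, against 0.959% of all genes, which does not match single bright spots. Muscle tissue in the Cont fasted sample is a possible explanation, since Tnnc2, Tcap and Acta1 all differ in Drp1LiKO against Cont by bounds of -6.46, -5.19 and -4.84. Muscle tissue cannot be told apart from other causes because Mylpf, which muscle makes in large amounts, was not well above background on any array and Atp2a1 did not differ (-0.05).

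More genes were called higher than lower in Drp1LiKO livers, 60.8% after fasting and 56.0% after refeeding. With one detection floor for all arrays, 50.3% of the fasted and 46.6% of the refed calls were higher. The excess may therefore come from the lower detection limit on the brighter Drp1LiKO arrays.

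Calls went opposite ways in fasted and refed livers for 92 genes. If the calls of both feeding states were independent over all 30439 genes, 96.0 would be expected. Only 18963 genes were well above background on at least 1 array and could be called, so this expectation is too low. Chance and real opposite responses cannot be told apart by this number, because 695 calls went the same way against 101 expected, so the calls are not independent. Of the opposite calls, 15 were in genes well above background on all 4 arrays, against 30.8 expected there, among them Krt23 (1.35 fasted, -2.19 refed) and S100a9 (-1.11 fasted, 1.04 refed).

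Olfactory, vomeronasal and taste receptor genes, which a liver is not known to use, were called changed in 5.75% of cases after fasting, against 7.95% of other genes. In 67 of these 79 calls 1 side was dim. Single bright spots and other causes cannot be told apart here, because 10 receptor genes with a dim side were called the same way on both pairs of arrays, against 1.88 expected from independent calls, which single spots would not give.

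Secreted hepatocyte proteins had medians of -0.62 after fasting and -0.51 after refeeding, at percentiles 1.07 and 2.48 of the random lists. Quantile normalization brought these to -0.09 and -0.13, so a difference between the arrays that grows with signal may explain them.

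Interferon-stimulated genes were higher, with medians of 1.16 after fasting and 2.65 after refeeding, above all 10000 random lists in both states. The refed median stayed between 2.24 and 2.70 under every normalization. After refeeding it exceeded that of the macrophage and of the T and B cell lists by at least 1.72, so more leukocytes alone could not account for it by this test. After fasting the gap was 0.32, within 2 spreads of random lists, and more leukocytes cannot be told apart from a rise within cells there. This fasted gap was set by the T and B cell list (0.83) and depends on dim signals. With these at their bounds, the fasted medians were 1.16 (interferon), 0.58 (macrophage) and 0.36 (T and B cell). With normexp background they were 0.98, 0.42 and 0.07. A Reactome set of interferon alpha and beta signaling holds interferons, their receptors and signal transducers. This set did not rise with the interferon-stimulated genes, with medians of -0.03 at percentile 65.7 after fasting and 0.02 at percentile 73.4 after refeeding. Infection, tissue injury and mitochondrial nucleic acids were not tested.

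Stellate cell and fibrosis genes had a median of 1.16 after fasting, 0.80 with dim signals at their bounds and 0.38 with normexp background, but only 0.06 after refeeding. Proliferation genes had medians of 0.90 and 0.72, which fell to 0.29 and 0.11 with normexp background. A lower share of hepatocyte RNA alone could raise all lists of other cells alike, but after refeeding the macrophage and the stellate lists lay 0.87 apart.

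Genes higher in male liver had medians of -0.59 after fasting and -0.43 after refeeding, and the fasted one turned to 0.03 with quantile normalization. Genes higher in female liver also fell, with -0.86 and -1.35, although the fasted value was -0.31 with the median over probes, at percentile 20.2. Xist was well above background on 0 arrays, and Ddx3y and Eif2s3y were on all 4, so the sex of the animals is not a likely explanation. Growth hormone signaling was not tested.

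Clock genes also differed within a pair. Arntl was higher by 2.11 and 1.19, and Dbp was lower at -1.80 and -0.93. The arm of Dbp, read as the median of 3 genes, was at -0.55 after fasting and -0.93 after refeeding. With Arntl as the only gene measured in its arm, the 2 arms of the clock lay 2.66 apart after fasting and 2.12 after refeeding. Different collection hours and an effect of the genotype on the clock cannot be told apart, since Npas2, the other gene fixed for the arm of Arntl, was dim on all arrays. Clock, which was not part of the test, did not rise with Arntl (-0.06 and 0.20). The paper's methods give a window of 1 h for the fasted and for the refed collections, and no hour for a single liver.

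Cidea (-3.12 and -6.10) and Cfd (-5.07 and -6.27) were lower in Drp1LiKO livers. Fat tissue on the Cont livers is not a likely explanation, because Fabp4 did not fall with them, at 0.01 after fasting and 0.31 after refeeding.

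Targets of ATF4 and CHOP were higher, with medians of 1.24 and 1.11, while ER chaperones fell after fasting, with -0.57. A general ER stress response that raises chaperones could therefore not account for the fasted pattern by this test.

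Of 15 lipid classes, 11 were higher on NCD and lower on HFD in Drp1LiKO mice. The groups did not overlap in 11 classes on NCD and in 10 on HFD, where 10% would be expected by chance with 3 mice against 3. A different amount of liver per extract could move all classes alike, but the bile acid total changed by only -0.17 on NCD. This total cannot test a recovery or detection step that acts on some classes alone. Phosphatidylcholine, phosphatidylethanolamine and sphingolipids moved together, with log2 ratios of 1.82, 1.87 and 2.48 on NCD. On HFD their ratios were -1.29, -1.46 and -1.28, so such a step stays open.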

How the results depend on the processing

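The alternatives with the dim side at its bound and with one detection floor for all arrays were chosen after seeing the result, and all others were fixed before. No paired analysis was possible because, for pairing by replicate number, all 4 arrays carry replicate 1. The limma model does compare the genotypes within feeding state, through its feeding term.

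The number of genes changed 2-fold (2390 fasted, 2509 refed, 695 the same way in both) depended on how dim signals were treated. It was 927, 1072 and 243 with normexp background, 875, 1028 and 362 for genes well above background on all 4 arrays, and 1311, 1508 and 429 with one detection floor for all arrays. Without a filter on dim probes, 5057 genes were counted refed and 1127 the same way in both. The 1.5-fold threshold gave 5085, 5256 and 2200, and the intensity-dependent Z score gave 1123, 935 and 322. The fold threshold and the filters act on these counts by construction. For normexp background the cause was not tested.

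The limma genotype effect called 0 genes, with 4746 at an unadjusted p under 0.05. Across settings the smallest adjusted p from limma lay between 0.00324 and 0.109. The count was 1214 for genes well above background on all 4 arrays, 474 with an intensity trend, 319 with median scaling, 498 with normexp background and 1 without the feeding term. The feeding effect called 15 genes for genes well above background on all 4 arrays and 0 otherwise. The cause was not tested.

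The fasted median of fatty acid synthesis (-0.71) was -0.51 with quantile normalization and -0.51 with the series matrix values. That of mitochondrial β-oxidation (-0.26) was 0.0064 with quantile normalization, 0.0056 with the series matrix values, -0.17 with normexp background and -0.18 with the median over probes. Its refed median (-0.54) was -0.39 with quantile normalization and -0.38 with the series matrix values. The difference of the median gene was -0.09 after fasting and -0.05 after refeeding in the main setting, -0.15 after fasting with median scaling, and -0.12 and -0.11 with normexp background. The cause was not tested.

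A direction counts as turned here only for genes called changed in the main setting and for lists outside the middle 95% of random lists. Smaller differences changed sign under 1 or more settings in many other genes and in some list medians, among them the fasted β-oxidation median. The fasted median of male-biased liver genes was 0.029 with quantile normalization and 0.029 with the series matrix values. Cdkn1a refed (1.88) was -1.23 with the median over probes. Of 729 gene values, quantile normalization moved 161 and normexp background 124. With each mouse left out in turn, the log2 ratio of the bile acid total ranged from -0.37 to 0.10 on NCD and from -0.31 to 0.045 on HFD, and that of the sum of the 21 readable fatty acids on HFD from -0.20 to 0.70.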

Differences from the paper's values

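Of the labeled genes of Figure 4C whose direction could be read by eye, 61 of 63 after fasting and 54 of 55 after refeeding went the same way in the recalculated values. The paper's count of higher genes is about 30 read by eye after fasting and about 22 read by eye after refeeding, and the recalculated counts are 30 and 23. The numbers of lipid classes and species in Supplementary Table S3 are the same as in the paper's text, 15 and 173. The paper's counts of 32 and 35 enriched pathways were not recomputed. No tests were chosen after seeing the result in this part, and the settings named were all fixed before the data were seen.

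The 3 genes that went the other way were Cyp4a10 (-0.05) and Gpam (0.41) after fasting and Scd3 (0.24) after refeeding, each within 2 measurement SEs of 0. Quantile normalization gives the paper's direction for Cyp4a10 (0.36), and the median over probes gives it for Gpam (-0.52) and for Scd3 (-0.45).

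The paper states that the Elovl and Fads families increased. After refeeding, 3 of 6 Elovl genes and 2 of 4 Fads genes were higher. Elovl5 (-0.11) reaches the paper's direction with quantile normalization (0.03), normexp background (0.01) and the series matrix values (0.03). Fads1 (-0.02) does so with median scaling (0.03), quantile normalization (0.02), normexp background (0.09) and the series matrix values (0.02).

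The paper states that the gene encoding Scd decreased and names no member there. Scd1 was lower in both states (-0.72, -2.13), as the paper states for Scd. Scd2 was higher in both (0.95, 0.38).

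The paper states that Acot1 decreased. It was -2.38 after refeeding and 0.03 after fasting, and median scaling gives -0.03 there. For Acsl1 the paper's legend states a decrease and its real-time PCR found no change. On the arrays Acsl1 was -0.62 after fasting and -1.59 after refeeding.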

Other observations

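The tests named in this part were chosen after seeing the result, and with 1 array per group no difference within a feeding state was tested.

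Targets of the integrated stress response are among the largest increases on these arrays in both feeding states. The list median was 1.24 after fasting and 1.11 after refeeding, above all 10000 random lists, and Trib3 rose by 4.02 and 3.43. ER chaperones did not rise with them (-0.57 fasted, -0.16 refed), while the paper reports elevated phosphorylated eIF2α in these mice and ties it to ER stress. The activity of each kinase upstream of eIF2α in these livers would show where the signal starts.

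Cholesterol synthesis genes were higher after refeeding, with a median of 0.68, above all random lists, and 16 of 18 genes higher. After fasting the median was -0.05 at percentile 57.9, and a Reactome set of the pathway with 22 genes gave 0.10 at percentile 97.6 after fasting and 0.44, above all random lists, after refeeding. Sqle rose by 1.65 and 3.12. The refed median of the first list stayed positive under every normalization, with 0.56 under normexp background as the lowest value. The paper cites an earlier study with unchanged total liver cholesterol on HFD in both feeding states. Nuclear SREBP2 and the rate of synthesis after refeeding would show whether synthesis itself is higher.

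Genes of respiratory electron transport were lower in 73 of 76 cases in both states, with medians of -0.52, below all random lists, and -0.36 at percentile 0.01. Quantile normalization reduced these to -0.17 and -0.18, so part of the size may come from the scaling. The paper recalls stable protein levels of the respiratory complexes from an earlier study. Protein and transcripts were not compared in the same livers, so whether protein followed the lower transcripts here is not known.

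Several genes of lipid droplets fell. Cidea, Fitm1 (-2.36, -2.39) and Plin4 (-1.03, -1.39) were lower in both states, whereas Cidec was 1.59 after fasting and -0.24 after refeeding. The median of the lipid droplet list was -0.03 at percentile 91.0 after fasting and -0.67, below all random lists, after refeeding. With normexp background the fasted median was -0.31 at percentile 3.46 and the refed one -0.58, so the fasted value depends on the background correction. In Supplementary Table S3 triacylglycerol was lower on HFD and higher on NCD. The paper also recalls an earlier study in which total liver triacylglycerol on HFD did not differ between the genotypes in either feeding state. Whether these genes follow the amount of lipid is therefore open, and arrays from NCD livers would help to show it.

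Neutrophil genes had a median of -0.70 after fasting and 0.94 after refeeding, but 0.15 after refeeding with dim signals at their bounds. Macrophage genes were higher in both states, with 0.59 and 0.93. Counting these cells in sections of fasted and refed livers would separate cell number from expression.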
